# Unveiling unique metabolomic and transcriptomic profiles in three Brassicaceae crops

**DOI:** 10.3389/fpls.2025.1597905

**Published:** 2025-07-03

**Authors:** Liyong Zhang, Isobel A. P. Parkin

**Keywords:** metabolomics, transcriptomics, Brassicaceae, oilseed crops, stresses

## Abstract

*Brassica napus*, *Camelina sativa* and field pennycress (*Thlaspi arvense*), represent one highly economically valuable crop and two emerging oilseed crops of the Brassicaceae family, respectively. As sessile organisms, these crops are continuously exposed to various stresses when grown in the field. Interestingly, the responses of these three crops to different environmental stimuli vary to a great extent, but there is very limited knowledge about the molecular basis of these differential responses. In this study, we employed untargeted metabolomics to compare the metabolic profile of these crops, and examined the potentially related genes through further integration with transcriptomic analysis. Our data revealed distinctive overall metabolic profiles among these three crops, where in particular, a variety of phenylpropanoids showed differential accumulation and the corresponding putative genes’ expression varied significantly. The results provide a valuable resource for those studying Brassicaceae species and will provide insight into the understanding of metabolic variation among these three important oilseed crops, and provide potential targets for the future breeding of stress tolerant crops.

## 1 Introduction

The Brassicaceae family contains many economically important species, which are widely used as sources of oil and food, as well as ornamental plants (Raza et al., 2020). For oilseed crops, the most productive cultivated species is *Brassica napus*, which is a hybrid species derived from an interspecific cross between *Brassica oleracea* and *Brassica rapa*, and is grown as both an annual and biennial crop, mainly for oil extraction, in many countries (Kirkegaard et al., 2021). More recently two lesser known oilseeds from the Brassicaceae family have been garnering interest. One is *Camelina sativa*, which has a versatile oil profile and a unique ability to adapt to many different environmental conditions, along with several other favorable agronomic traits, that has generated worldwide recognition of its potential as a crop (Berti et al., 2016). The second, field pennycress (*Thlaspi arvense*), has become known as an attractive non-food oilseed crop for biodiesel given its high content of monounsaturated fatty acids (Zanetti et al., 2019).

In their natural field environment, along with various abiotic stresses, these oilseed crops are exposed to the pathogens and insects common to crops in the Brassicaceae family. Interestingly, these three closely related oilseed species display tolerance variations towards different stresses. Such as, *B. napus* and pennycress are very susceptible to drought, while *C. sativa* shows a greater degree of tolerance (Gugel and Falk, 2006; Vollmann and Eynck, 2015). Flea beetles commonly feed on plants of the Brassicaceae family, causing serious damage to the young seedlings (Li et al., 2024), where *B. napus* is very susceptible to flea beetles, but *C. sativa* and pennycress show strong resistance (Soroka and Grenkow, 2013). With their sessile nature, plants have to adapt rapidly to unfavorable environmental conditions (i.e. abiotic and biotic stresses), and to successfully cope with the diverse environmental stimuli, plants have evolved a set of sophisticated strategies including complex physiological and metabolomic changes (Bartwal et al., 2013; Hanada et al., 2008; He et al., 2018). The plant metabolome consists of hundreds of thousands of organic compounds, which can be divided into two general groups: primary and secondary metabolites, whereat primary metabolites are essential for the normal plants’ growth and development, and secondary metabolites are important for plant survival by mediating plant-environment interactions under unfavorable conditions (Erb and Kliebenstein, 2020; Llanes et al., 2018; Salam et al., 2023).

One unique group of secondary metabolites that are found mainly in Brassicaceae plants are glucosinolates (GSLs), which are nitrogen and sulphur-containing compounds (Prieto et al., 2019). Based on the amino acid precursor, GSLs can be classified into three different types, i.e. aliphatic, aromatic and indole GSLs (Halkier and Gershenzon, 2006). GSLs have been documented to be involved in various responses to abiotic and/or biotic stresses within different members from the Brassicaceae family (Chhajed et al., 2020; Del Carmen Martinez-Ballesta et al., 2013; Variyar et al., 2014). Interestingly, *B. napus* and pennycress have been reported to contain high amounts of aliphatic GSLs in their leaves, on the contrary, *C. sativa* has almost no detectable GSLs present in the leaves (Bhandari et al., 2015; Chopra et al., 2020; Czerniawski et al., 2021). Whether these differences in GSLs among these three oilseeds will affect their responses to various environmental perturbations are largely unknown. Beyond GSLs, little is known regarding the potential metabolites that differentiate these three species, with their varying responses to important abiotic and biotic stresses. An effective way to study the overall metabolic profile in plants is metabolomics, which consists of two general approaches: targeted and untargeted analyses (Martins et al., 2021). Untargeted metabolomics analysis has been successfully applied to large-scale metabolic profiling to identify discriminative metabolites between different plant species and/or in response to environmental stimuli (Allwood et al., 2021; Arbona et al., 2013; Castro-Moretti et al., 2020). More recently, the integration of metabolomics with transcriptomics provides a more comprehensive view of gene-metabolite pairs, which allow us to explore the correlation between the transcriptional and metabolic profiles (Arias et al., 2023; Wang et al., 2021; Zhao Y. et al., 2019).

In this study, we employed untargeted metabolomics and transcriptomics to analyze the metabolites of *B. napus*, *C. sativa*, and pennycress, our main objectives were to 1) provide a comprehensive overview of metabolites in the leaves and cotyledons of these three oilseed crops; 2) identify the discriminative compounds among these three species; and 3) attempt to elucidate the potential links between metabolites and regulatory genes.

## 2 Results

### 2.1 Summary of metabolomics data

To get a general idea of the metabolite profile of leaves and cotyledons from *B. napus*, *C. sativa* and *T. arvense* (field pennycress), we carried out untargeted metabolomics through LC-MS analysis on a Chemical Isotope Labeling (CIL) Metabolomics Platform (Zhao S. et al., 2019). In total, of the thousands of metabolites that were detected 718 could be classified with confidence. The metabolites were classified into the following categories: short and medium-chain fatty acids, polyamine, neurotransmitter, phytohormone, phenol and quinone, flavonoid, vitamins and derivatives, phenylpropanoid, polyphenol, lipid, amino acids and derivatives, dipeptides and tripeptides, alkaloid, terpene, and others (**Table 1**). The most abundant two categories are amino acids and derivatives, dipeptides and tripeptides, which contributed 131 (18.2%) and 122 (16.9%) compounds respectively.

**Table 1:** Classification of metabolites identified in untargeted metabolomics analysis.

Categories	*C. sativa*	*B. napus* (DH12075)	*B. napus* (N99)	pennycress	Overall
Short & Medium-Chain Fatty Acids	9	9	9	9	9
Polyamine	6	6	6	6	6
Neurotransmitter	5	5	7	5	7
Phytohormone	7	7	8	8	8
Phenol and Quinone	3	3	3	3	3
Flavonoid	14	15	14	13	15
Vitamins & Derivatives	6	6	6	6	6
Phenylpropanoid	39	39	40	37	40
Polyphenol	4	4	4	4	4
Lipid	7	7	7	7	7
Amino Acids & Derivatives	131	131	130	130	131
Dipeptides & Tripeptides	122	121	122	121	122
Alkaloid	31	32	32	32	32
Terpene	3	3	3	3	3
Others	316	322	323	323	325
Total metabolites	703	711	714	707	718

To have an overview of the metabolites’ distribution across all examined samples, we performed a hierarchical clustering analysis, the clustering results indicated that the 718 metabolites could be classified into 10 subclasses according to their relative abundance (**Figure 1**). The abundance level of metabolites in each subclass varied to a great extent across the experimental samples. Notably, subclasses 2, 3, and 7 exhibited distinctive patterns, which effectively distinguished *B. napus*, *C. sativa*, and pennycress from one another. Metabolites in subclass 2 displayed significantly higher levels of accumulation in both Camelina’s leaf and cotyledon tissues; metabolites in subclass 3 demonstrated higher levels in both *B. napus* lines compared to *C. sativa* and pennycress. In contrast, metabolites in subclass 7 showed a much greater accumulation in pennycress (**Figure 2**). Analyses of each of the three differential subclasses showed no significant enrichment for metabolites in any one biochemical pathway. The specific details regarding the 10 subclasses as well as their included metabolites can be found in **Supplementary Data Sheet 1**.

**Figure 1:**
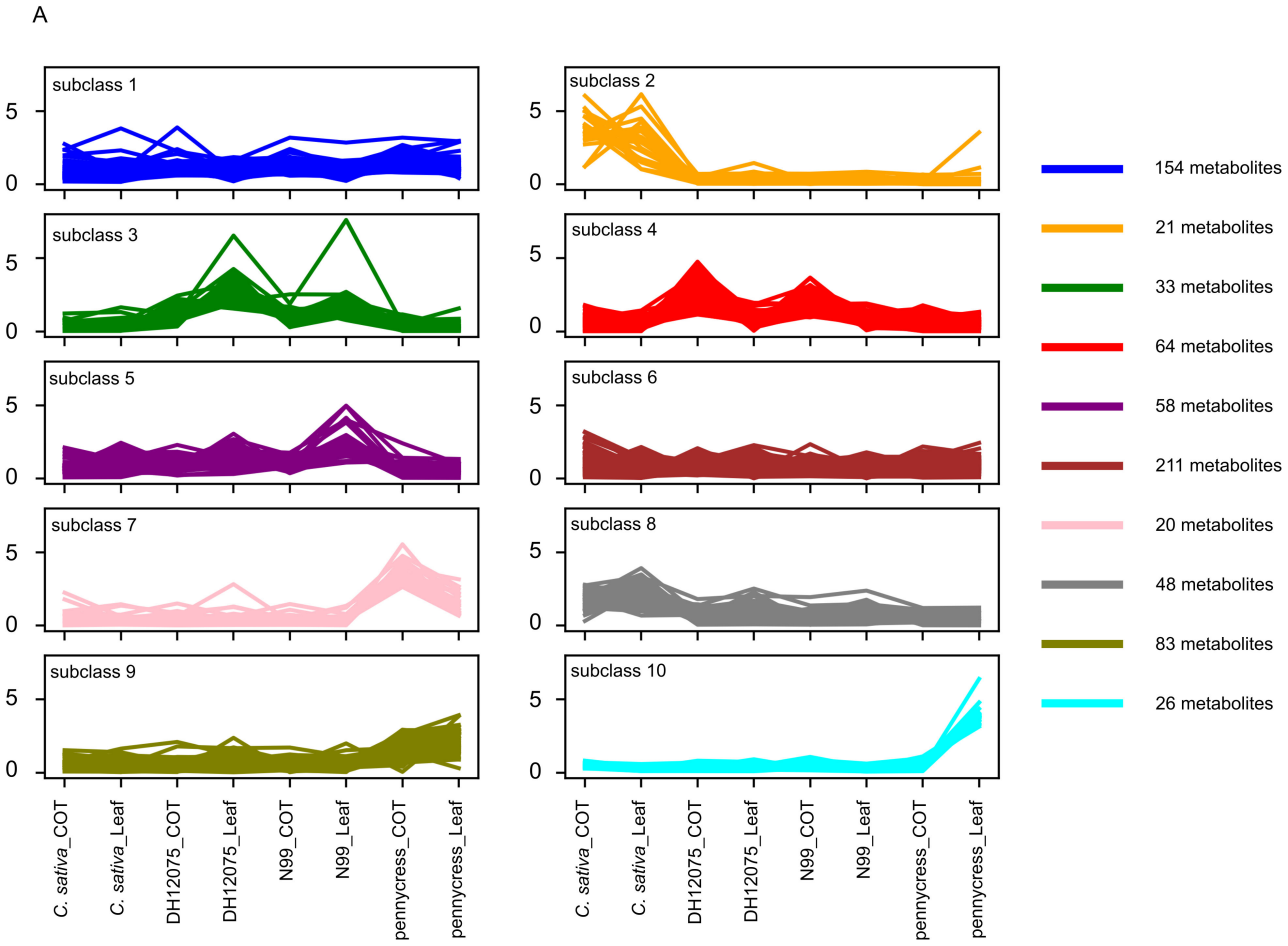
Hierarchical clustering analysis of 718 metabolites based on their relative abundance level separating these metabolites into 10 subclasses. DH12075 and N99 represent two different genotypes of *B. napus*.

**Figure 2:**
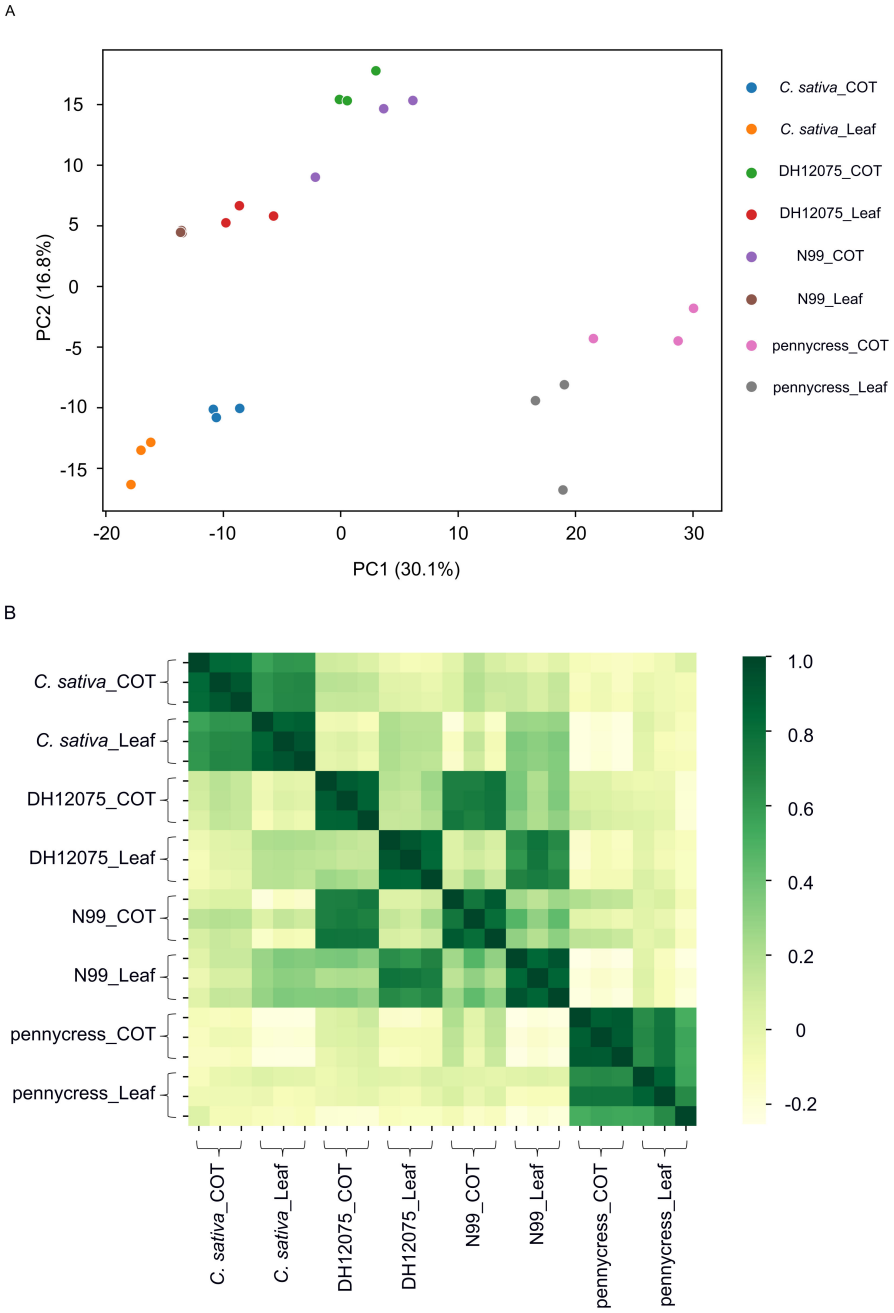
Principal component analysis (PCA) and sample-sample correlation analysis. **(A)** PCA score plot. **(B)** Heatmap indicating Pearson correlation coefficients between individual samples.

### 2.2 PCA analysis and sample-sample correlation

To determine the variability between different groups (species/tissue), as well as the metabolic differences among the three biological replicates for each group, a principal component analysis (PCA) were performed with all detected 718 compounds. **Figure 2A** showed that the first principal component (PC1) accounted for 30.1% of the variation, and largely separated pennycress from the other two species. Meanwhile the second principal component (PC2) accounted for 16.8% of the variation and separated *B. napus* from *C. sativa* (**Figure 2A**). The PCA plot shows that for each group, three biological replicates are highly clustered together, suggesting there is a high cohesion within each group. Meanwhile, the samples from the three oilseed crops separated into three distinct areas in the plot, indicating each species possessed a distinct metabolic profile overall. Further, two *B. napus* lines, DH12075 and N99, were closely grouped together, implying there was limited differences between these two genotypes with regards to the metabolic profile (**Figure 2A**). To further confirm the reproducibility, a sample-sample correlation analysis was performed, where the resultant heatmap showed very high correlation between the three biological replicates for each group. Although, for each species, the metabolic profiles of their cotyledons and leaves were very similar, it was clear from the *B. napus* data that the individual tissues from the two genotypes were more similar to each other than the differences between the genotypes (**Figure 2B**). Yet, as the main goal was to identify differentially accumulated metabolites at the species-level, results from leaves and cotyledons were combined for each species during subsequent analysis. Additionally, since the two *B. napus* genotypes (i.e. DH12075 and N99) possessed very similar metabolites overall, DH12075 was used to represent the oilseed *B. napus* during the following analysis.

### 2.3 Pairwise comparisons

To check the overall metabolic differences between these three oilseed crops, we performed pairwise comparisons among them. Each compound was compared between two species by a Student’s t-test, the p-value of which was further corrected through the Benjamini-Hochberg procedure. Significantly different metabolites were selected based on their adjusted p-values with 0.05 as a cut-off value. During the three pairwise comparisons, a total of 267 compounds showed differential abundance when comparing *B. napus vs*. *C. sativa*, 383 for *B. napus vs*. pennycress, and 376 for *C. sativa vs*. pennycress (**Figure 3A**; **Table 2**). The comparisons revealed very similar results between *B. napus vs*. pennycress and *C. sativa vs*. pennycress, with the number of their differential metabolites reaching 383 and 376 respectively, among which they shared 268 common metabolites (**Table 2**; **Figure 3B**). Meanwhile, the smallest difference was detected in comparisons of *B. napus vs*. *C. sativa*, where only 267 compounds showed differential abundance (170 had higher abundance in *B. napus* while 97 were higher in *C. sativa*) (**Figures 3A, B**; **Table 2**).

**Figure 3:**
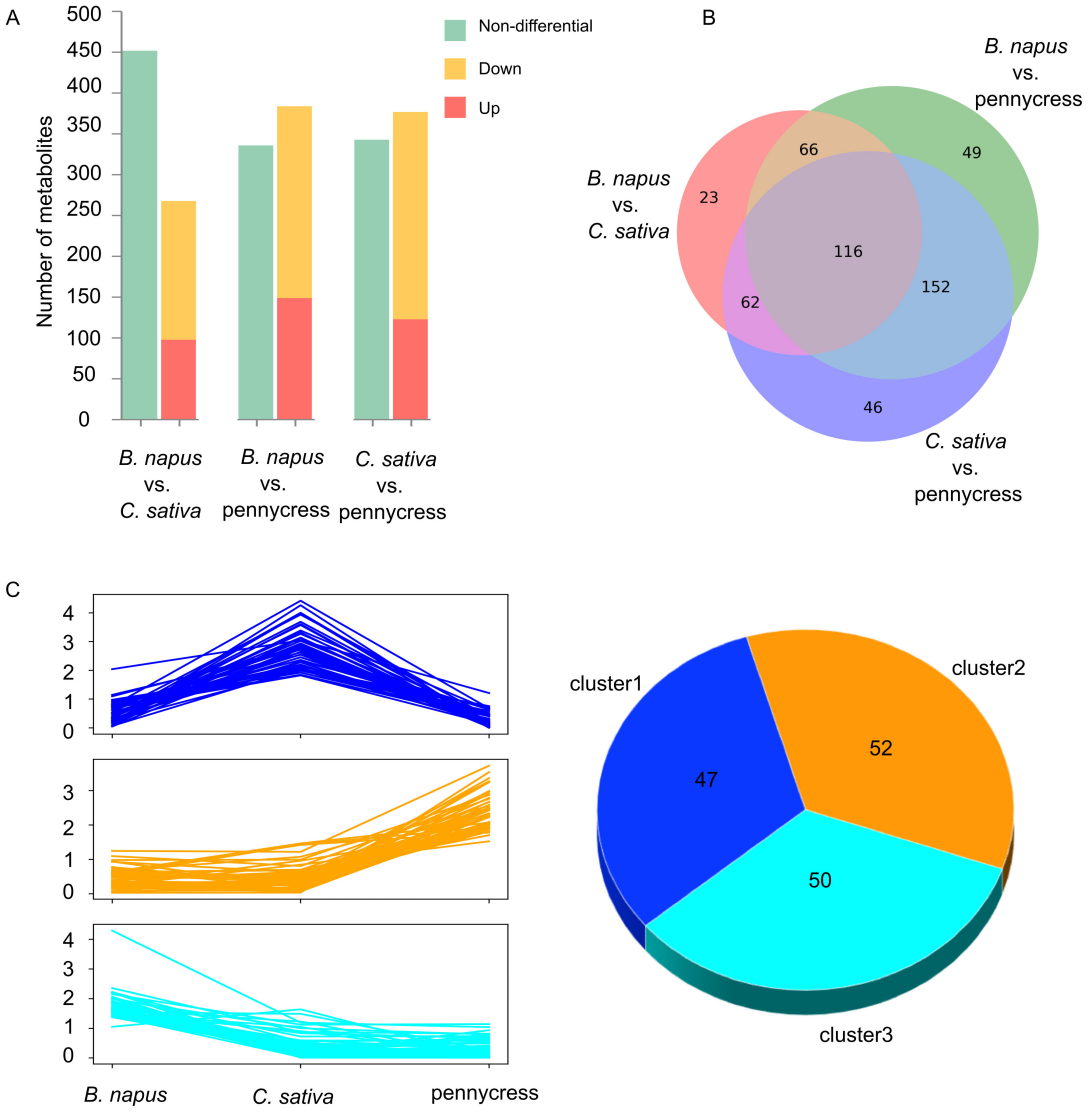
Pairwise comparisons of 718 metabolites between three oilseed crops and clustering of 149 differentially abundant metabolites (DAMs). **(A)** Bar plots showing results of pairwise species comparisons. **(B)** Venn diagram showing the overall differential metabolites among three crops. **(C)** Plot indicating mean value of abundance of the 149 differentially abundant metabolites (DAMs) identified by partial least squares-discriminant analysis (left panel) as well as the number of DAMs belonging to each sub-cluster (right panel).

**Table 2:** Pairwise comparisons of three oilseed crops.

Comparison group	Significantly differential metabolites		Non-differential	Sig Diff %
	Down	Up		
*B. napus vs*. *C. sativa*	170	97	451	37.2%
*B. napus vs*. pennycress	235	148	335	53.3%
*C. sativa vs*. pennycress	254	122	342	52.4%

### 2.4 PLS-DA identifies differential metabolites

After the explorative analysis above, our main question concerned those metabolites that showed a discriminant pattern among these three oilseed crops. The partial least squares-discriminant analysis (PLS-DA) is an effective method for separating differentially abundant metabolites (DAMs) between different groups in metabolomics data because of its ability to handle highly collinear and noisy data, and maximize the differences between groups (Gromski et al., 2015; Qi et al., 2022). To find the most discriminant metabolites between *B. napus*, *C. sativa* and pennycress, we carried out a PLS-DA with all 718 identified metabolites. According to the variable importance in projection (VIP) scores from PLS-DA, DAMs were initially selected if their VIP scores were higher than 1. Further, all initial DAMs were filtered by an ANOVA to only keep the ones with p-value smaller than 0.05. Thus, DAMs were defined as metabolites with VIP score > 1 and ANOVA p-value < 0.05, which resulted in a total of 149 final DAMs (**Supplementary Data Sheet 2**). Based on the relative metabolite abundance, these 149 DAMs were divided into three distinct sub-groups (**Figure 3C**). Among the three sub-groups, there were distinct metabolite distributions: sub-group 1 comprised 47 metabolites, exhibiting the highest abundance in *C. sativa*; sub-group 2 encompassed 52 metabolites, demonstrating highest concentration in pennycress; 50 metabolites in the 3rd sub-group, displayed the highest concentration in *B. napus* instead (**Figure 3C**).

To check the top DAMs among these three crops, we selected the 20 metabolites with the highest VIP scores, and plotted these metabolites along with their relative abundance across all three oilseed crops for visualization (**Figure 4A**). Agmatine, a precursor for polyamine biosynthesis, has the highest VIP score, and its abundance was significantly higher in *C. sativa* compared with the other two oilseed crops (**Figure 4A**). To further gain knowledge of what biological pathways these 149 compounds were involved in, we performed a functional enrichment analysis according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database through the pathway enrichment analysis of MetaboAnalyst6 (https://www.metaboanalyst.ca/). As shown in **Figure 4B**, several amino acid metabolism pathways, including “Tyrosine metabolism”, “Arginine and proline metabolism”, and “Cysteine and methionine metabolism” have very small p-values (p-value < 0.01), which is in line with the large number of overall “Amino Acids & Derivatives” identified in the untargeted metabolomics results (**Table 1**). Meanwhile, “Isoquinoline alkaloid biosynthesis” also had a small p-value (p-value < 0.05). More noticeably, “Phenylpropanoid biosynthesis” pathway has the smallest p-value and the ensuing “Flavonoid biosynthesis” and “Flavone and flavonol biosynthesis” also have small p-values (p-value = 0.056 and 0.037 respectively).

**Figure 4:**
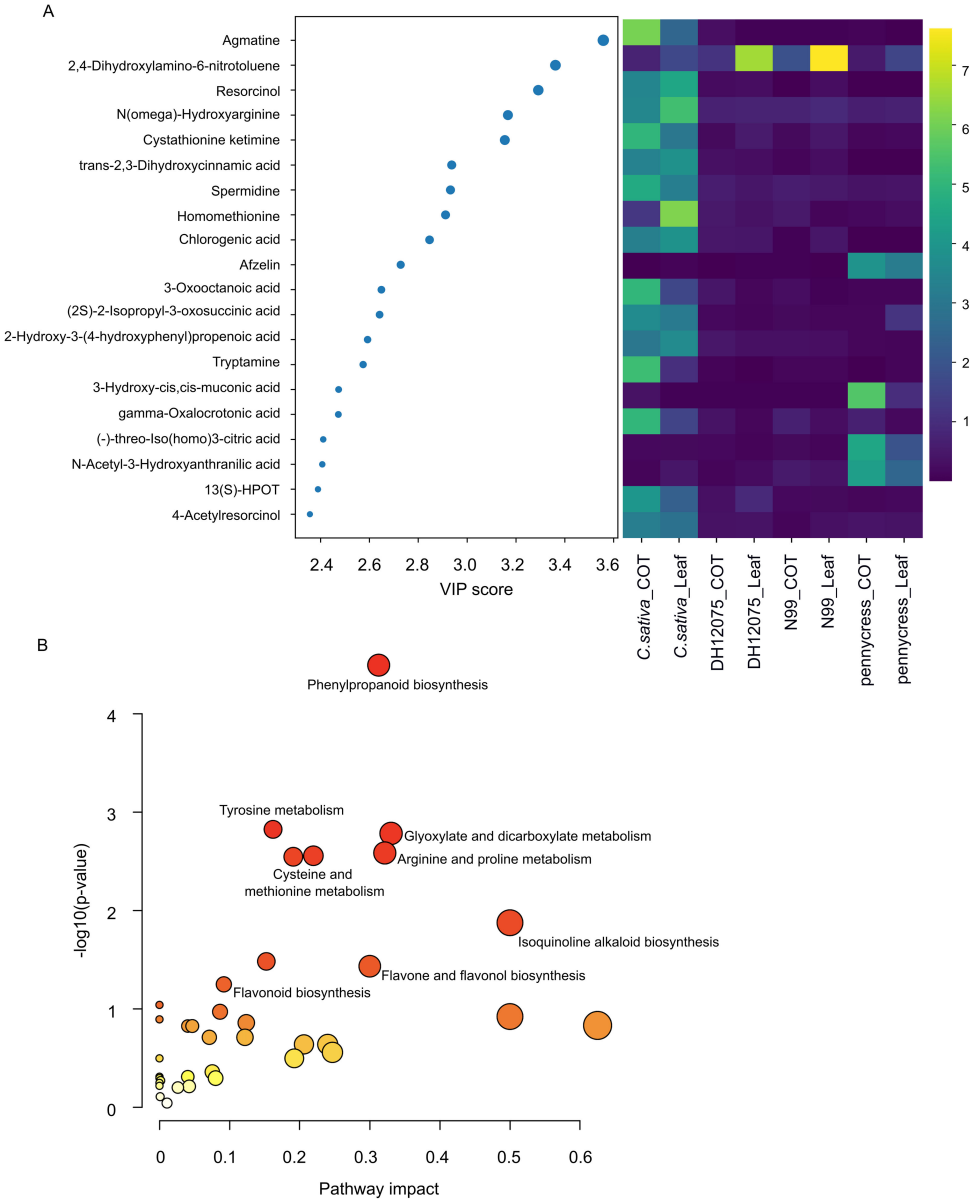
Top twenty differentially abundant metabolites (DAMs) and pathway enrichment analysis. **(A)** Plot showing 20 metabolites with the highest variable importance in projection (VIP) scores from partial least squares-discriminant analysis (left panel) and their relative abundance across the three oilseed crops (right panel). **(B)** KEGG pathway enrichment analysis result of 149 differentially abundant metabolites (DAMs).

### 2.5 Transcriptomic profiles

To investigate the candidate genetic regulators related to the abovementioned DAMs, we performed a concomitant RNA sequencing along with the metabolomics. 

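RNA was sequenced from cotyledons and true leaves of 4 lines. These were the *B. napus* lines DH12075 and N99, the *C. sativa* line DH55 and a field-collected line of pennycress. Each line and tissue had 3 biological replicates, which gave 24 libraries. The methods name the Illumina Stranded mRNA Prep guide for the libraries, while the sample labels name a TruSeq kit. The authors trimmed the reads, quantified them with Salmon against one transcriptome per species and obtained TPM (a transcript's share of all transcripts, scaled to a fixed total) for each gene with tximport. They deposited one table of TPM per line, with 123329 genes for each *B. napus* line, 88876 for *C. sativa* and 26332 for pennycress. Both *B. napus* lines were quantified against DH12075 transcripts, so a transcript of N99 that differs from them can be listed at a lower value. The values of each library sum to 1000000. The deposited TPM do not keep the number of reads, so they do not give the depth of the libraries, and no counting error is given. Between 39126 and 40985 genes had at least 1 TPM in the DH12075 libraries, 37497 to 41501 in N99, 39646 to 42436 in DH55 and 14297 to 14627 in pennycress. The 10 most abundant genes held 37.1% of the TPM in cotyledon replicate 2 of N99 and between 7.58% and 13.5% in each of the other libraries. As TPM are shares of a fixed total, this lowers every other value of that library. On the log2(TPM + 1) scale, the lowest Pearson correlation between replicates of one line and tissue was 0.956 in DH12075, 0.944 in N99, 0.959 in DH55 and 0.970 in pennycress, over genes with a mean of at least 1 TPM. No 2 replicates were more alike than 0.993. Between cotyledon and leaf the median correlation was 0.839 in DH12075, 0.848 in N99, 0.916 in DH55 and 0.899 in pennycress. Groups were compared with limma on log2(TPM + 1), because TPM are not counts. The added 1 TPM makes fold changes of weakly expressed genes smaller than they are.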

Since the three species vary in ploidy level, in order to compare the gene expression between these three oilseed crops, all their genes were first projected onto their corresponding orthologs in *A. thaliana*, and the sum of the normalized expression of all orthologous genes in *B. napus* and *C. sativa* was calculated for each *A. thaliana* gene (see details in Methods). 

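The deposited tables list the genes of each species under that species' own IDs. The IDs were paired with *A. thaliana* genes through the paper's table of summed expression (Supplementary Data Sheet 3), of which 13.8% of the 14025 genes were used here and the other 12087 were not. The genes used are those of the start of *A. thaliana* chromosome 1, by their IDs. An *A. thaliana* gene was paired with a set of IDs when its 6 values in a species equalled the sum over those IDs of TPM times a transcript length, with one factor per library shared by all genes. The table gives 10 significant digits, so a match by chance is rare. When the libraries of the table were shuffled, 0 genes were paired, and 200 of 200 simulated sums were traced back to the right IDs. The simulated sums were made from IDs among those searched that were above 0 in all 6 libraries. They do not test copies outside the search or at 0. The paired values are therefore TPM scaled by transcript length and summed over copies, while the methods describe log2-transformed TPM. The factor of each library may hold its depth, which was not examined. In pennycress, all 1733 genes above 0 in at least 3 libraries were paired with 1 ID each. In *C. sativa*, 1680 of 1745 were paired with up to 3 IDs, 27 fitted more than 1 set and 38 fitted none. In *B. napus* DH12075, 973 of 1731 were paired with up to 4 IDs, 63 fitted more than 1 set and 695 fitted none, which leaves out any gene with more than 4 copies. Of the paired *A. thaliana* genes, 194 had 1 paired copy in *B. napus*, 566 had 2, 109 had 3 and 104 had 4. In *C. sativa*, 112 had 1 paired copy, 326 had 2 and 1242 had 3. A copy at 0 in all 6 libraries adds nothing to a sum and cannot be paired. These numbers therefore count expressed copies and not all copies in the genome.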

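In *B. napus* DH12075, 446 *A. thaliana* genes had 2 paired copies and a summed mean of at least 1 TPM. The more expressed copy held a median of 59.9% of the sum, with quartiles of 54.8% and 68.4%. This share cannot be below 50% by construction, so it does not show by itself that copies differ. In 310 of these genes (69.5%) the same copy was the higher in all 6 libraries, which chance gives for 3.125% if both copies are equal, and in 378 it was the same in the means of cotyledon and leaf. In 25 genes the higher copy held more than 90% of the sum. The most expressed copy held a median of 51.8% in the 98 genes with 3 copies and 46.4% in the 96 genes with 4 copies. In *C. sativa*, the most expressed copy held a median of 44.8% in 1096 genes with 3 copies, and it was the same copy in all 6 libraries in 628 of them (57.3%), against 0.4115% by chance. For the 259 *C. sativa* genes with 2 copies the median was 60.3%. In both species, genes with only 1 expressed copy are left out, so strong inequality between copies is undercounted. Copies of near-identical sequence share reads, which the authors' quantification divides between them. The shares of single copies are therefore less certain than the sums, and a bias of that division would also favour the same copy in each library.

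**Figure D1:**
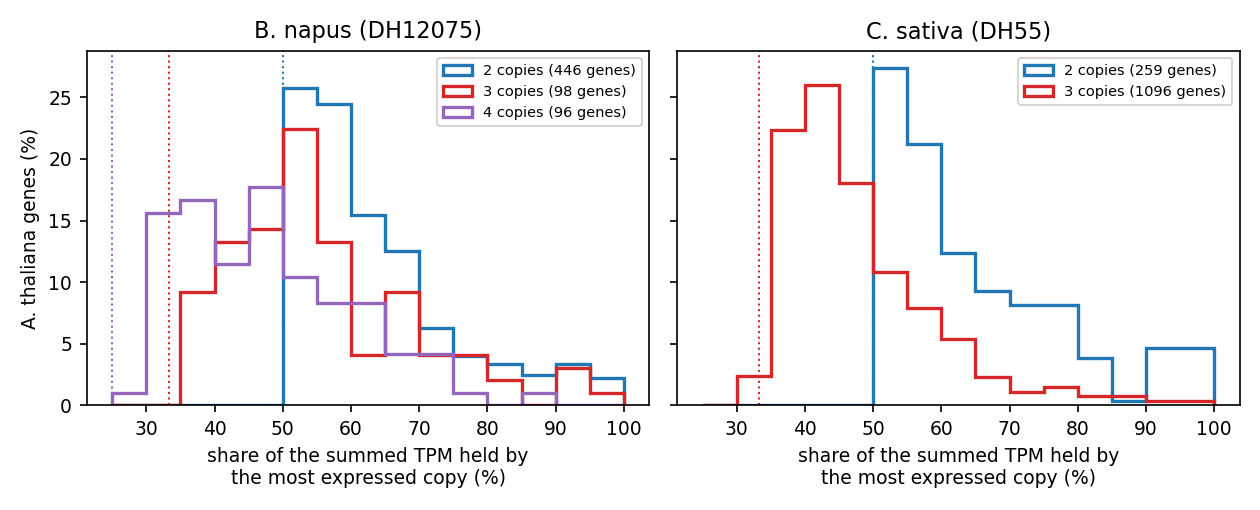
Share of the summed TPM held by the most expressed copy (x axis, percent) as the percentage of *A. thaliana* genes in each bin (y axis), for *B. napus* DH12075 (left) and *C. sativa* DH55 (right). Lines are coloured by the number of paired copies, and dotted lines mark equal shares, the lowest values that are possible. The medians are 59.9% for 2 copies in *B. napus* and 44.8% for 3 copies in *C. sativa*.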

Although it is recognized that there may be differential expression among the orthologues in *B. napus* and *C. sativa*, summing the expression across the duplicate copies allowed us to identify those genes which could play a role in differentiating the species. In total, there were 14,025 unique *A. thaliana* genes possessing corresponding orthologous genes in all three oilseed crops, which were selected for further comparison (**Supplementary Data Sheet 3**). 

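Of the genes used here, 991 had values that could be used in all 3 species, and 882 of these were paired with IDs in all 3. The remaining genes are listed at 0 in all 6 libraries of at least 1 species. They were kept at 0, since the paper states that all genes of its table have orthologs in the 3 crops, but the IDs of their copies in that species are not known. After 41 genes at 0 in all 18 libraries were left out, 950 genes remained for the comparison. Among them, 42 were listed at 0 in *B. napus*, 23 in *C. sativa* and 22 in pennycress. TPM were summed over the copies of each gene and not scaled by transcript length. They remained shares of all genes of a species, so that a shift common to the genes of a species enters the comparison.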

To identify the most differentially expressed genes (DEGs) among these three crop species, a likelihood ratio test (LRT) in DESeq2 and a PLS-DA were employed for these 14,025 genes. 

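Species were compared over the 18 libraries of DH12075, DH55 and pennycress with both tissues combined, by the moderated F test of limma with Benjamini-Hochberg adjustment. Of the 950 genes, 868 (91.4%) had an adjusted p-value under 0.05, and 869 had an unadjusted p-value under 0.05. Of the 868 genes, 509 had their highest mean in pennycress, 188 in *B. napus* and 171 in *C. sativa*. A shift common to the genes of a species enters this split, which was not recounted under another scaling. It therefore does not show that pennycress expresses more of these genes. In 481 genes all 6 libraries of 1 species lay above the other 12, which chance gives for 0.0162% of genes. The count of 868 moved most when genes with a mean under 1 TPM were left out, to 763. A PLS-DA with 2 components on values scaled to unit variance for each gene gave a largest variable importance in projection (VIP) of 1.44. A VIP above 2 was reached by 0 of the 950 genes. With 3 components in place of 2, or on TPM without log2, the number was also 0. On centred values without scaling to unit variance, an alternative chosen after the data were seen, it was 39, of which 35 are DEGs of the paper.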

Under the definition of DEG as “LRT adjusted p-value < 0.05 and PLS-DA VIP score > 2”, there were 644 DEGs in total. Further, a hierarchical clustering was performed for these 644 DEGs based on their expression profiles. As shown in **Figure 5A**, these DEGs’ expression patterns varied to a great degree, and the three oilseed crops could be distinguished clearly according to the expression level of these DEGs (**Figure 5A**). 

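Of the 644 DEGs that the paper lists, 83 are among the genes used here and 42 had values that could be used in all 3 species. Of these, 32 were paired with IDs in all 3, and the other 10 are listed at 0 in all 6 libraries of 1 species, where the IDs of their copies are not known. All 42 had an adjusted p-value under 0.05 in limma's F test, the largest being 2.79e-06, and in 34 of them all 6 libraries of 1 species lay above the other 12. The paper chose these DEGs by a species test on the same libraries. Their passing a species test, their larger distances between species and the separation below therefore follow in part from that choice. With N99 in place of DH12075, 35 of the 42 kept a value for *B. napus*, and each of the 35 was past the threshold. Expression was highest in pennycress in 26 of the 42 genes, in *C. sativa* in 11 and in *B. napus* in 5, a split that was not recounted under another scaling. The highest and the lowest species mean were a median of 5.47 apart on the log2 scale, against 1.52 in the other 908 genes. In 24 of the 42 genes (57.1%) the mean was below 1 TPM in at least 1 species, against 291 of the other 908 genes (32.0%).
Over these 42 genes, the Euclidean distance between 2 libraries was at most 9.67 log2 units within a species and at least 21.13 between species. *B. napus* and *C. sativa* were nearest, with a median distance of 22.74, followed by *C. sativa* and pennycress with 26.23 and *B. napus* and pennycress with 33.78. The other 908 genes also separated the species, with distances of at most 25.83 within and at least 32.74 between species.

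**Figure D2:**
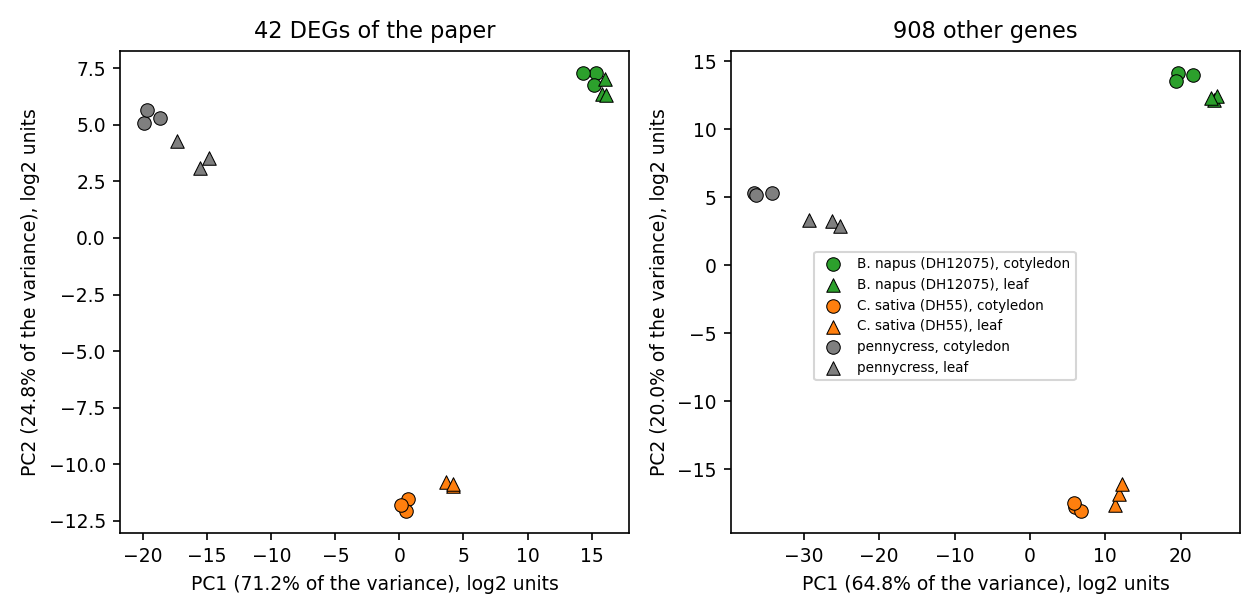
Principal component analysis of the 18 libraries on log2(TPM + 1), over 42 DEGs of the paper (left) and the other 908 genes compared (right). Each point is a library, with circles for cotyledon and triangles for leaf, and axes are PC1 and PC2 in log2 units. On the left PC1 holds 71.2% and PC2 24.8% of the variance, on the right 64.8% and 20.0%, and the 6 libraries of each species lie together in both.

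In *B. napus*, AT1G20693 was listed at 0 in all 6 DH12075 libraries, against 113 ± 47.3 TPM (SD, n = 6 libraries of both tissues) in *C. sativa* and 379 ± 198 TPM in pennycress. AT1G02610 had 0.323 ± 0.329 TPM in DH12075, 56.7 ± 21.1 TPM in *C. sativa* and 170 ± 48.4 TPM in pennycress, while the N99 libraries ranged from 1.58 to 168 TPM. AT1G02816 had 0.132 ± 0.114 TPM in DH12075, 35.6 ± 11.3 TPM in *C. sativa* and 32.2 ± 5.16 TPM in pennycress. *C. sativa* stood apart in AT1G23800, with 1.43 ± 0.444 TPM against 248 ± 130 TPM in DH12075 and 77.9 ± 32.6 TPM in pennycress. Its lowest library, leaf replicate 3, had 0.640 TPM. AT1G10670 had 75.1 ± 6.88 TPM in *C. sativa*, 2.91 ± 1.72 TPM in DH12075 and 4.18 ± 3.32 TPM in pennycress. In N99 it had 20.6 ± 12.8 TPM. In pennycress, AT1G11910 was listed at 0 in all 6 libraries, against 137 ± 45.7 TPM in DH12075 and 132 ± 24.4 TPM in *C. sativa*. AT1G07450 had 0.0939 ± 0.0987 TPM in pennycress, with its highest value of 0.290 TPM in leaf replicate 2, against 100.1 ± 11.2 TPM in DH12075 and 64.1 ± 7.16 TPM in *C. sativa*. AT1G28330 ranged from 92.4 to 2518 TPM in pennycress, from 4.63 to 19.7 TPM in DH12075, from 3.82 to 19.5 TPM in *C. sativa* and from 70.1 to 477 TPM in N99. The largest adjusted p-value of these genes in limma's F test was 1.75e-08, for AT1G28330, and in each of them all 6 libraries of the species named lay on one side of the other 12. These genes were picked for their distance between species, so neither result is independent support. From the expression patterns of all its DEGs in Figure 5A, the paper concludes that the 3 oilseed crops could be distinguished by them.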

To functionally characterize these identified DEGs, a KEGG enrichment analysis was performed, where pathways “2-Oxocarboxylic acid metabolism”, “Glucosinolate biosynthesis” and “Tropane, piperidine and pyridine alkaloid biosynthesis” etc. were significantly enriched (**Figure 5B**).

**Figure 5:**
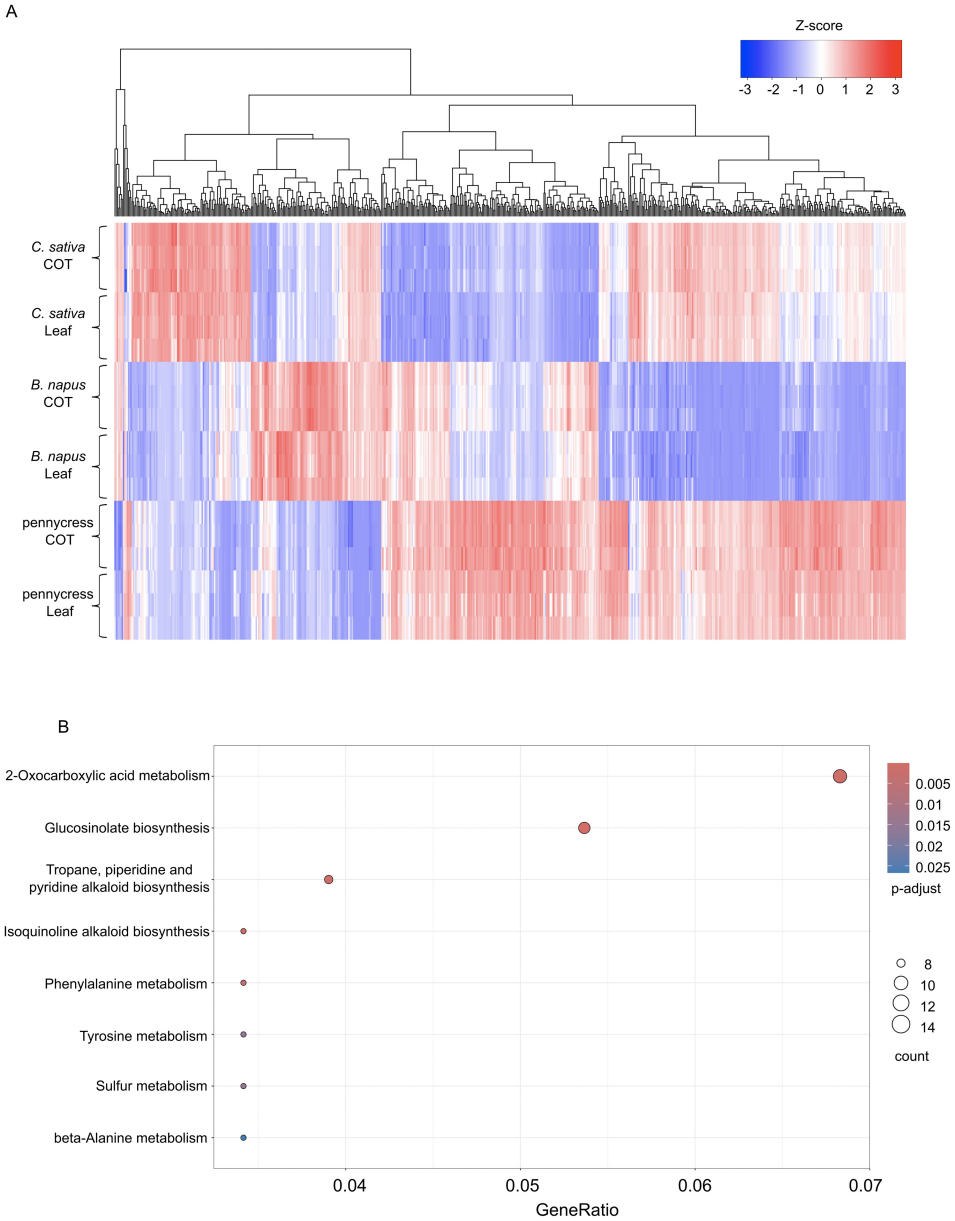
Differentially expressed genes (DEGs) and KEGG pathway enrichment analysis. **(A)** Heatmap showing the hierarchical clustering analysis of all 644 differentially expressed genes (DEGs). **(B)** Dot plot showing the KEGG pathway enrichment analysis result. Color bar indicating the p-values from Fisher’s exact test, and dots size indicating the number of genes belonging to the each pathway.

### 2.6 Integration of genes and metabolites in phenylpropanoid pathway

As the 149 DAMs above were mainly attributed to the “Phenylpropanoid biosynthesis” pathway (**Figure 4B**), to further examine this pathway in more detail, we selected all DAMs that were classified as phenylpropanoids or flavonoids by the KEGG database, and compared their relative abundances across these three oilseed crops. The compounds were involved in general phenylpropanoid pathway (e.g. *p*-Coumaric acid), flavonoid pathway (e.g. Afzelin, Vitexin, Kaempferol-3-O-galactoside), and phenolic acid pathway (e.g. Chlorogenic acid). The relative abundances of these phenylpropanoids varied to a great extent, for example, *C. sativa* contains the highest levels of Chlorogenic acid and cis-3,4-Leucopelargonidin, while *B. napus* contains the highest levels of Kaempferol-3-O-galactoside, trans-Ferulic acid, and *p*-Coumaroyl quinic acid, meanwhile Vitexin and Afzelin accumulated the most in pennycress (**Figure 6**).

**Figure 6:**
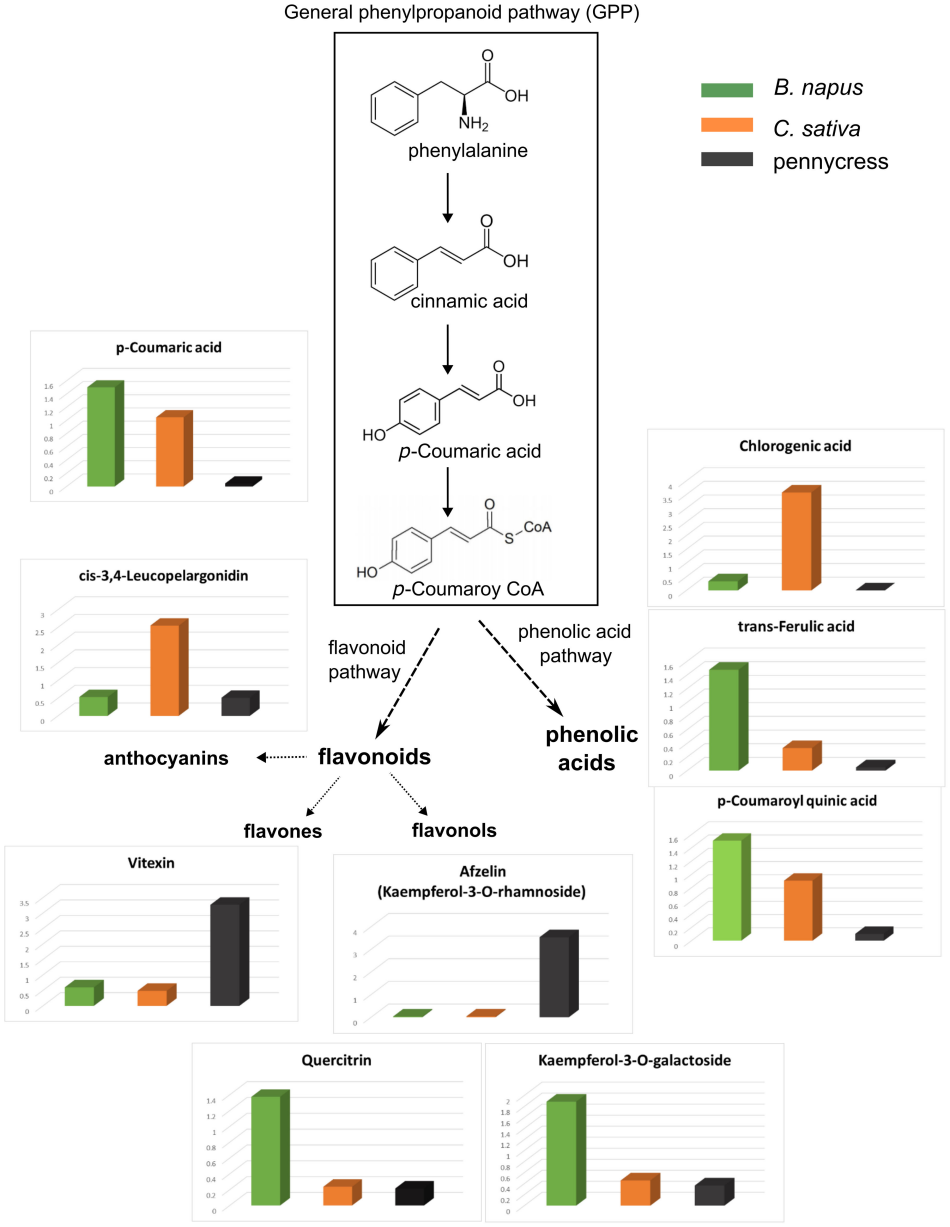
Phenylpropanoids, flavonoids, and phenolic acids in three oilseed crops. 3D boxplots showing relative abundance of individual metabolite. *B. napus* was labelled in green, *C. sativa* in orange and pennycress in grey.

To identify genes that were responsible for the abovementioned phenylpropanoids, multiple putative regulatory genes involved in phenylpropanoid biosynthesis were selected to compare their expression levels. As might be expected, there was great variation in expression levels for phenylpropanoid biosynthetic genes between these three oilseed crops (**Figure 7**); for example, homologs of flavonol 3’-hydroxylase (F3’H/TT7) and dihydroflavonol reductase (DFR/TT3) were predominantly expressed in *C. sativa*, meanwhile homologs of leucoanthocyanidin dioxygenase (LDOX/ANS/TT18) were mainly expressed in *B. napus*, these expression differences were in line with the high accumulation of cis-3,4-Leucopelargonidin in *C. sativa* (**Figures 6**, **7**). However, given the limitation of untargeted metabolomics, there were only a small amount of identified phenylpropanoids, which makes it difficult to link the variation in gene expression directly to the corresponding change in phenylpropanoids.

**Figure 7:**
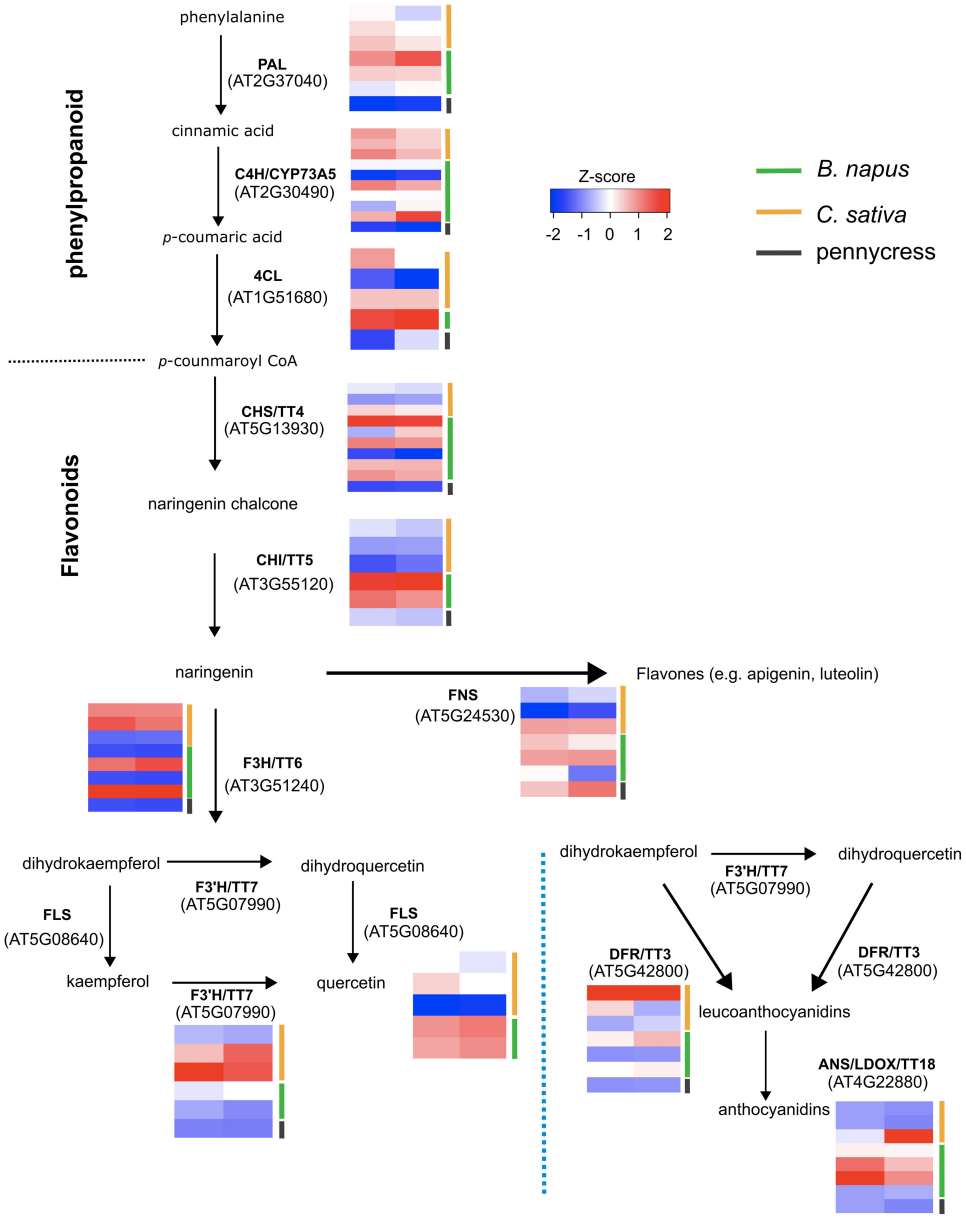
Expression of the genes involved in pathway of phenylpropanoid and flavonoid biosynthesis. The genes’ standard scores (Z-scores) were used for comparison and expression levels are illustrated with white, blue or red blocks. Left column corresponds to expression in cotyledon tissue, and right column corresponds to expression in leaf tissue. Orthologous genes from *B. napus*, *C. sativa* and pennycress were labelled in green, orange and grey respectively. The dotted blue line separates the alternative anthocyanin biosynthesis pathway. PAL, phenylalanine ammonia-lyase; C4H/CYP73A5, cinnamic acid 4-hydroxylase; 4CL, 4-coumarate-CoA ligase; CHS/TT4, chalcone synthase; CHI/TT5, chalcone isomerase; FNS, Flavone synthase; F3H/TT6, flavanone 3-hydroxylase; F3'H/TT7, flavonoid 3'-hydroxylase; FLS, flavonol synthase; DFR/TT3, dihydroflavonol reductase; ANS/LDOX/TT18, leucoanthocyanidin dioxygenase.

To explore the 644 DEGs in a more general manner, co-expressed gene modules were identified through weighted gene co-expression network analysis (WGCNA) (Langfelder and Horvath, 2008). As shown in **Figure 8A**, these 644 DEGs were divided into 9 separate modules based on their expression levels. According to the eigengene expression of each module, module red, green and yellow were *B. napus*, pennycress and *C. sativa* specific, respectively (**Figure 8B**). Interestingly, *C. sativa*-specific module yellow was highly correlated with the 47 DAMs in sub-group 1, which accumulated the highest abundance in *C. sativa* (**Figure 3C**; **Figure 8C**). Similarly, *B. napus*-specific module red and pennycress-specific module green were strongly correlated with 50 DAMs in sub-group 3 and 52 DAMs in sub-group 2 (**Figure 3C**; **Figure 8C**), thus suggesting that the species-specific gene expression identified among these three oilseed crops might contribute to their distinct metabolic profiles. To mine potential candidate genes associated with variation of the abovementioned phenylpropanoids, we further examined the correlations between the identified phenylpropanoids and the 644 DEGs above. Pearson’s correlation coefficients showed that 171 DEGs were significantly related to 10 phenylpropanoids (R^2^ > 0.9), whereat 104 pairs were positively correlated, and 76 pairs were negatively correlated (**Supplementary Data Sheet 4**), these 171 DEGs were highly enriched in GO terms “secondary metabolite biosynthesis process” and “glycosyl compound metabolic process”.

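The correlations of the paper run over 18 samples that fall into 3 species. Correlations within each species were computed for those of the 180 gene-metabolite pairs whose gene could be paired and whose metabolite had values per replicate here. These were 11 pairs, of 11 genes with chlorogenic acid, *trans*-ferulic acid or 5-O-caffeoylshikimic acid. Abundances were the paper's (Supplementary Data Sheet 5), expression was log2(TPM + 1), and each relation used the 6 samples of 1 species. This gave 21 relations, 2 in *B. napus*, 11 in *C. sativa* and 8 in pennycress. Most of them use chlorogenic acid, so the same 6 abundances of a species recur and the relations are not independent. Pearson's r had the sign of the paper's r in 11 of the 21. An R2 above 0.9 was reached in 0 of them, and the median absolute value was 0.372 for r and 0.314 for Spearman's rho. In two-sided exact permutation tests of r, 0 of the 21 had an unadjusted p-value under 0.05. Detection was simulated only at a correlation of 0.99, so moderate correlations within a species are not excluded. The smallest Benjamini-Hochberg adjusted p-value was 0.795 for r and 0.933 for rho in the exact permutation tests, while 720 pairings of 6 samples allow a p for r as small as 0.00139 in the 15 relations without tied abundances. In the 6 relations with chlorogenic acid in pennycress, which has tied abundances, the smallest possible p is 0.0167. In the same 6 relations, 2 of the 6 abundances carry an additional decimal. Those 2 may have been filled in rather than measured, which was not tested, so r in these relations may rest on them. Without these relations, r had the sign of the paper's r in 8 of 15. When the 2 samples farthest from the median abundance of the metabolite were left out, r kept its sign in 11 of the 21, so the others rest on those samples. After the tissue means were subtracted, the sign was that of the paper's r in 8 of the 21. TPM without log2 left that number at 11. The largest absolute r, picked after the values were seen, was that of AT1G05260 with *trans*-ferulic acid in *C. sativa*. It was -0.822 (rho -0.714, exact permutation p = 0.0667, adjusted p = 0.795), and the paper's r over its 18 samples is 0.955. After the tissue means were subtracted, r of this relation was 0.163. For AT1G04945 and *trans*-ferulic acid, r was 0.765 in *C. sativa* and -0.667 in pennycress, and the paper's r is 0.977. With the tissue means subtracted, r of AT1G04945 was -0.012 in *C. sativa* and -0.175 in pennycress. The large r of these examples therefore rest mostly on the difference between the tissues. In 6 of the 21 relations the gene had a mean under 1 TPM in the species, among them AT1G05260 in *C. sativa* with 0.918 TPM, so that small differences near 0 enter r. In the other 15, r had the sign of the paper's r in 9.

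**Figure D3:**
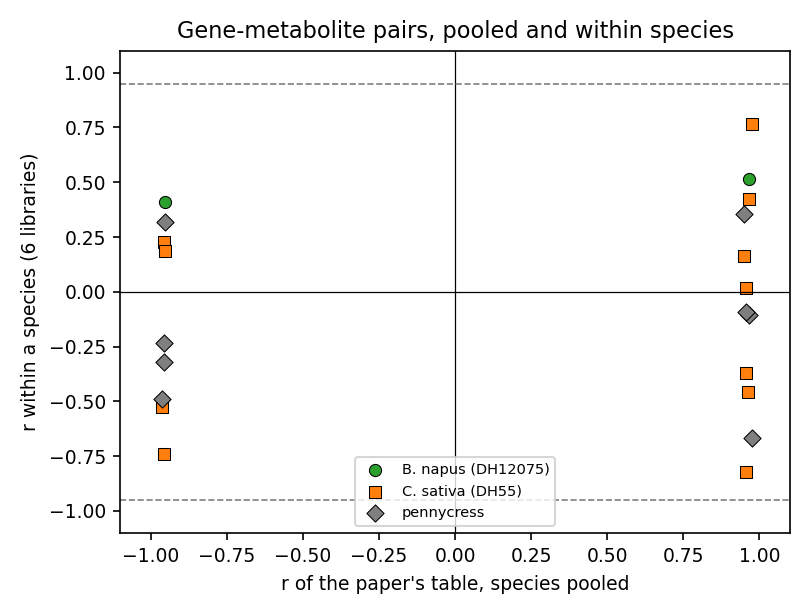
Pearson's r within a species over 6 libraries (y axis) against the r of the paper's table over its 18 samples (x axis), for the 21 relations. Points are coloured by species, and dashed lines mark an R2 of 0.9 within a species. All points lie between the dashed lines, and 11 of the 21 have the same sign on both axes.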

**Figure 8:**
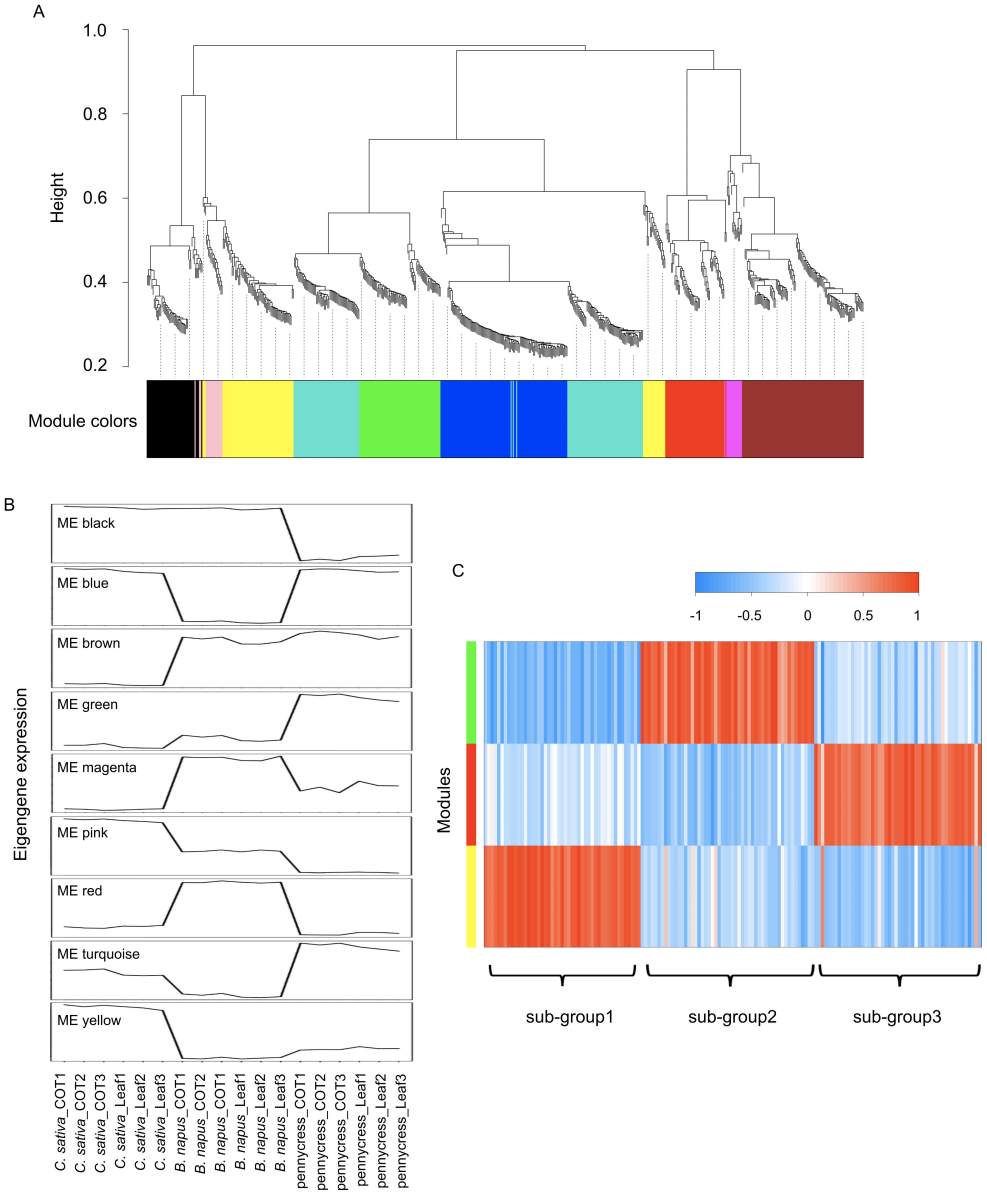
WGCNA identifies co-expressed gene modules. **(A)** dendrogram indicating 9 distinct modules and different colors were assigned to each individual module. **(B)** Plot showing eigengene expression of each module across the three species. **(C)** heatmap showing the correlation of 149 DAMs from **Figure 3C** with co-expression module green, blue and yellow.

In summary, to document the metabolic profiles of *B. napus*, *C. sativa*, and field pennycress, a total of 718 metabolites including flavonoids, phenylpropanoids, amino acids and derivatives, were characterized through untargeted metabolomics analysis. Moreover, 149 DAMs were identified through PLS-DA, indicating the different metabolic profiles of these three crops were mainly attributed to phenylpropanoids. Further integration with transcriptomics revealed a great variation of the candidate genes’ expression between these three species. Our data provides a novel resource for understanding the metabolism of these three oilseed crops at the molecular level.

## 3 Discussion

### 3.1 Untargeted metabolomics analyses reveals large metabolic variation of three oilseed crops in unstressed leaf tissue

Although, metabolomics has been widely used to study the metabolites of plants (Allwood et al., 2021; Wang et al., 2016; Yan et al., 2022), in oilseed crops, most attention has focused on dissecting the metabolic profile of their seeds, in order to further improve the oil quality. For example, Boutet et al. (2022) revealed a large diversity of specialized metabolites in Camelina seeds through untargeted metabolomics and lipidomics (Boutet et al., 2022). Li et al. (2023) utilized targeted metabolomics to study the oil content of *Brassica napus* seeds, which identified marker metabolites that were correlated with oil content (Li et al., 2023). However, there is very limited knowledge about the metabolites in the leaf and/or cotyledon tissues of these oilseed crops. Metabolites play key roles in plants’ physiological and biochemical responses to environmental stimuli, and the accumulation of metabolites also has been shown to vary to a great extent in different species (Qi et al., 2021; Wang et al., 2016). Understanding the metabolite differences between species in tissues such as cotyledons and young leaves, which are often the first to recognize new threats, could provide insights into why some species are more resilient than others. In this instance, two novel oilseed crops *C. sativa* and *T. arvense* that have often been associated with higher tolerance to a number of biotic and abiotic stresses compared to their more widely grown relative *B. napus* were used to test this hypothesis.

In this study, we detected more than 3,465 metabolic peak signals through LC-MS-based untargeted metabolomics (**Supplementary Data Sheet 5**). Underlying the current limitations of these technologies, only 718 metabolites could be identified given that the majority of metabolites in the plant kingdom are still unknown or unannotated (Wang et al., 2019; Yonekura-Sakakibara and Saito, 2009). The analysis of these 718 identified metabolites revealed great variation between these three oilseed crops, indicating a species-specific accumulation pattern of metabolites (**Figure 1**), which was further supported by the PCA plot that showed complete separation of these three species (**Figure 2A**). The 149 DAMs identified by PLS-DA were highly enriched in “Phenylpropanoid biosynthesis”, and amino acid metabolism pathways (**Figure 4B**), suggesting that both phenylpropanoids and amino acids play important roles in distinguishing these three oilseed crops.

### 3.2 Cross-species transcriptomic comparison reveals distinct expression pattern of GLSs biosynthetic genes in three oilseed crops

Utilizing untargeted metabolomic analysis to these three oilseed crops provides us a comprehensive description of their metabolic variations. To mine the putative genes related to their distinct metabolic patterns, a cross-species transcriptomic analysis was employed between these three species to identify DEGs. As shown in **Figure 5A**, these 644 DEGs display distinctive expression patterns across three species. Interestingly, these DEGs are significantly enriched in KEGG pathways, “2-Oxocarboxylic acid metabolism” and “Glucosinolate biosynthesis”. Glucosinolates (GLSs), the unique class of secondary metabolites that are prevalent in the Brassicaceae family members. The type and concentration of GLSs vary to a great extent between different species of the Brassicaceae family and between different tissues within the same species (Bhandari et al., 2015; Essoh et al., 2020). Moreover, a number of environmental factors, including seasons, abiotic/biotic stresses, largely affect the accumulation of GLSs (Essoh et al., 2020; Mitreiter and Gigolashvili, 2021).

For the three oilseed crops in this study, all their seeds contain significant amount of GLSs (Bhandari et al., 2015; Chopra et al., 2020; Czerniawski et al., 2021). However, only *B. napus* and pennycress are reported to contain large amounts of GSLs in their leaves, with no detectable GLSs in the leaves of *C. sativa* (Bhandari et al., 2015; Chopra et al., 2020; Czerniawski et al., 2021), which coincided with the fact that the majority of GLSs biosynthetic genes were “off” in *C. sativa* leaves but highly expressed in both *B. napus* and field pennycress based on the expression level (**Supplementary Data Sheet 3**). 

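Of a list of 34 *A. thaliana* genes of glucosinolate biosynthesis, 5 are among the genes used here and 3 of these had values that could be used in all 3 species. AT1G24100 and AT1G18590 were paired with IDs in all 3, while AT1G16410 is listed at 0 in *C. sativa*, where the IDs of its copies are not known. In *C. sativa* leaves, AT1G24100 had 1.38 ± 0.541 TPM (SD, n = 3), against 27.6 ± 10.8 TPM in *B. napus* DH12075 and 29.4 ± 11.7 TPM in pennycress. Its log2 fold change on log2(TPM + 1) was -3.54 against *B. napus* (standard error 0.30, adjusted p = 4.07e-08 from limma) and -3.61 against pennycress (standard error 0.30, adjusted p = 1.90e-08 from limma). It was lower in all 3 *C. sativa* leaf libraries than in all leaf libraries of the other species. AT1G18590 had 0.247 ± 0.108 TPM in *C. sativa*, 3.20 ± 3.04 TPM in *B. napus* and 6.80 ± 4.98 TPM in pennycress. Its log2 fold change was -1.50 against *B. napus* (limma adjusted p = 0.0379) and -2.31 against pennycress (limma adjusted p = 0.00274), and it was lower in all 3 *C. sativa* libraries in both comparisons. The difference from *B. napus* was -0.88 without replicate 3 (limma adjusted p = 0.315) and -0.28 with N99, whose leaves had 0.518 ± 0.162 TPM (limma adjusted p = 0.644). Over the other alternatives its limma adjusted p-value lay between 0.00463 and 0.0385. AT1G16410 was at 0 in all 3 *C. sativa* leaf libraries and in all 3 of N99. In leaves of DH12075 it had 0.160 ± 0.199 TPM, which is not distinguishable from *C. sativa* (log2 fold change -0.20, limma adjusted p = 0.794). In pennycress its leaf libraries had 78.2, 6.26 and 29.0 TPM (log2 fold change -4.69, limma adjusted p = 3.46e-06). Adjusted over the list alone, 2 of the 3 genes were lower than in *B. napus* and 3 of 3 lower than in pennycress, as they were when adjusted over all 950 genes. The other listed genes, AT1G18570 and AT1G12140, were not paired in *B. napus*. AT1G18570 had 0, 0 and 0.0224 TPM in *C. sativa* leaves and 36.3 ± 12.4 TPM in pennycress. AT1G12140 was higher in *C. sativa* leaves, with 91.7 ± 21.3 TPM against 6.07 ± 0.739 TPM in pennycress. All 3 *C. sativa* values lay above all 3 of pennycress, for which 3 libraries against 3 allow no exact permutation p below 0.1.

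**Figure D4:**
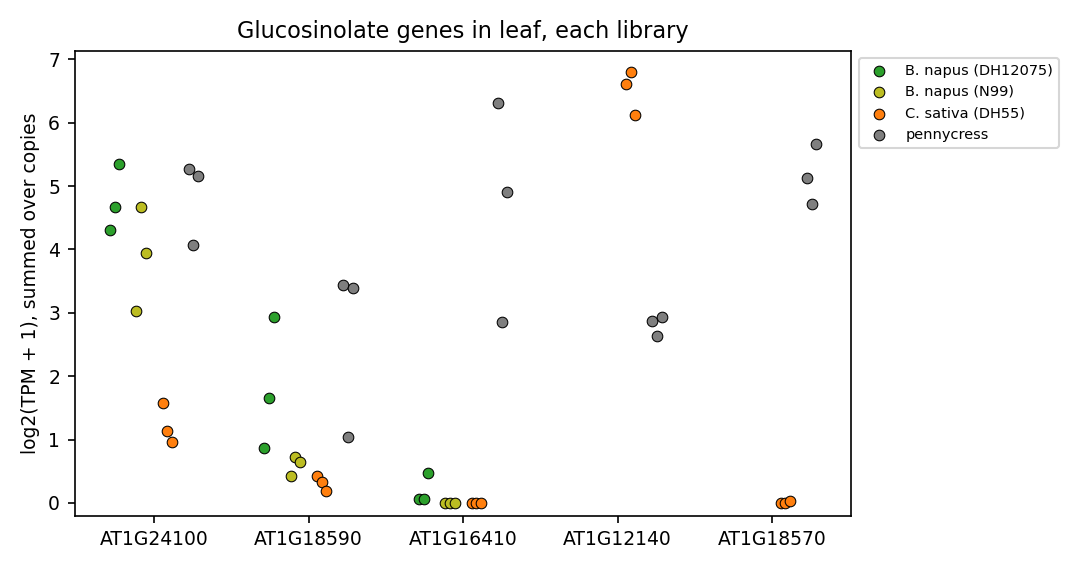
Expression of 5 glucosinolate genes in leaf as log2(TPM + 1), summed over copies (y axis), by *A. thaliana* gene (x axis). Each point is 1 of 3 leaf libraries, coloured by line, and no *B. napus* values are shown for the 2 genes that were not paired there. *C. sativa* points lie below those of pennycress for AT1G24100, AT1G18590, AT1G16410 and AT1G18570 and above them for AT1G12140.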

The expression level of these GLSs related genes in *C. sativa* leaves is verified by the publicly available transcriptome atlas of *C. sativa* (Kagale et al., 2016), which further suggests a tissue-specific expression pattern of these GLSs related genes in roots and seeds of *C. sativa*. Given the essential roles of GLSs in Brassicaceae plants’ response to biotic and abiotic stresses (Del Carmen Martinez-Ballesta et al., 2013; Variyar et al., 2014), it will be very interesting to investigate what’s the evolutionary benefits of no GLSs in *C. sativa* leaves?

### 3.3 Phenylpropanoids and flavonoids in the Brassicaceae family

Flavonoids are a subgroup of phenylpropanoids, which are an important class of plant secondary metabolites synthesized via the shikimate pathway from phenylalanine (Dixon et al., 2002; Fraser and Chapple, 2011; Vogt, 2010). In addition to flavonoids, phenylpropanoids contain other different subgroups, including lignins, phenolic acids, stilbenes, and coumarins (Deng and Lu, 2017; Vogt, 2010). Both phenylpropanoids and flavonoids have been shown to play important roles in plant defense against abiotic and/or biotic stresses (Ramaroson et al., 2022; Sharma et al., 2019). Our current results indicated that there was great variation in the phenylpropanoids, including flavonoids and phenolic acids, between these three oilseed crops, e.g. *C. sativa* contains high amount of chlorogenic acid (**Figure 4B**, **6**). However, given the limitation of using untargeted metabolomics, where a significant portion of the detected peaks are not characterized, only a small number of phenylpropanoids were identified, which hinders our understanding of where the different metabolic pathways diverge in the three species. A previous study by Onyilagha et al. (2003) using a targeted approach, presented a more detailed view of leaf flavonoid distribution among different crops from the Brassicaceae family through Thin-layer Chromatography (TLC) and high-performance liquid chromatography (HPLC), whereat quercetin was the only type of flavonoid detected in *C. sativa*; while *B. napus* accumulated at least two types of flavonols, with kaempferol as the major type and quercetin in a small concentration (Onyilagha et al., 2003). A further study confirmed that *B. napus* leaves mainly contained kaempferols, while *C. sativa* accumulated large amount of quercetins instead (Onyilagha et al., 2012). Interestingly, high kaempferols in *B. napus* and high quercetins in *C. sativa* is in line with our transcriptomic data, where the homologs of TT7, which encodes a flavonol 3’-hydroxylase to convert kaempferols to quercetins, were predominately expressed in *C. sativa* (**Figure 7**). Genetic editing and kinetic analysis of TT7 homologs in *C. sativa* could be useful for further verification of their functions.

### 3.4 High polyamines endow *C. sativa* with resistance against broad range of abiotic stresses?

Compared with other Brassicaceae oilseed species, *C. sativa* has been shown to tolerate a broad range of abiotic stresses, including but not limited to drought, freezing, lodging, and salinity (Berti et al., 2016; Čanak et al., 2020; Gao et al., 2018; Matthees et al., 2018). However, the mechanisms underlying these tolerances of *C. sativa* are largely unknown. Our results here indicated that there were particularly high content of polyamines in *C. sativa* compared to other two crops. Noticeably there are two polyamines in the top 20 DAMs, agmatine and spermidine, both of which accumulate in *C. sativa* (**Figure 4A**). Interestingly, both agmatine and spermidine are involved in the “Arginine and proline metabolism” pathway (**Figure 4B**), where agmatine is an intermediate metabolite formed by arginine decarboxylase (ADC) from arginine, further agmatine is used to generate spermidine through sequential reactions (Chen et al., 2018).

More importantly, both agmatine and spermidine have been shown to play important roles during plant defense against a variety of abiotic stresses, including drought, freezing and salinity etc (Gupta et al., 2013; Kasukabe et al., 2004; Seifi and Shelp, 2019; Shao et al., 2022). For example, Kasukabe et al., 2004 showed that overexpression of spermidine synthase in *A. thaliana* significantly increased the spermidine content in leaves, and provided enhanced tolerance to various abiotic stresses (Kasukabe et al., 2004). Therefore, it’s reasonable to speculate that the high content of polyamines (e.g. agmatine and spermidine) in *C. sativa* is likely to contribute to its resistance to a broad range of abiotic stresses. In the future, quantifying and comparing other major polyamines (e.g. diamine putrescine and tetraamine spermine) between these oilseed crops, as well as genetic modification of related polyamine biosynthetic genes in *C. sativa*; for example, targeted knock-out of agmatine and spermidine biosynthetic genes, encoding arginine decarboxylase (ADC) and Spd synthase respectively, would help us better elucidate the function of polyamines in the broad abiotic resistances of *C. sativa*.

## 4 Materials and methods

### 4.1 Plant materials

*Brassica napus* (DH12075 and N99), *Camelina sativa* (DH55), and pennycress (*Thlaspi arvense*; line collected from field at Saskatoon, SK, Canada) were grown in a growth chamber (22°, 16 h light/18°, 8 h dark cycles) for up to 2 weeks after germination. Three biological replicates of cotyledons and first true leaves for each species were collected and ground into powder in liquid nitrogen, then stored at -80° freezer for metabolomic and transcriptomic analyses.

### 4.2 Metabolite extraction and LC-MS analysis

Untargeted metabolomic analyses was carried out by the Metabolomics Innovation Centre (University of Alberta, CA). In short, metabolites were extracted from 40 mg of tissue powder for each of three biological replicates per species and tissue, where 6 ceramic beads were placed in the sample vials, and 500 µL LC-MS grade MeOH/water (4:1 v/v) was added before homogenizing at 4.5 m/s for 15 seconds. Then, the homogenates were incubated at -20°C for 10 minutes and centrifuged at 15,000 g for 10 minutes, after which the supernatants were carefully transferred into new vials and completely dried. Sample extracts were then re-suspended in 30 µL LC-MS grade water before chemical isotope labeling. The subsequent LC-MS analyses were carried out with a Thermo Scientific Vanquish LC linked to Bruker Impact II QTOF Mass Spectrometer (Bruker, Germany) using the eclipse plus reversed-phase C18 column (150 x 2.1 mm,1.8 µm particle size; Agilent) at 40°C with a flow rate of 400 μL/min.

### 4.3 Metabolite quantification and data analysis

The raw LC-MS data were first processed using DataAnalysis 4.4 (Bruker), which then exported data to IsoMS Pro 1.2.16 (Nova Medical Testing Inc, CA) for quality check and processing with the following parameters: minimum m/z: 220, maximum m/z: 1000, saturation intensity: 20,000,000, retention time tolerance: 9s, mass tolerance: 10 ppm. Further, data files were filtered out peak pairs present in less than 80% of samples, and normalized by ratio of total useful signal. Metabolite Identification were carried out against the NovaMT Metabolite Database v3.0 (The Metabolomics Innovation Centre, CA).

The hierarchical clustering analysis, principle component analysis (PCA), and partial least squares-discriminant analysis (PLS-DA) were carried out through scikit-learn (version 1.2.2) in Python (version 3.10.9). KEGG pathway functional enrichment analysis was performed via MetaboAnalyst6 (https://www.metaboanalyst.ca/) using the *A. thaliana* database.

### 4.4 RNA sequencing and data analysis

Total RNA of each sample was extracted using RNAeasy plant mini Kit (Qiagen) according to the manufacturer’s instructions, with three biological replicates per sample (24 in total). The quality of total RNA were examined by BioAnalyzer with RNA 6000 Nano Kit (Agilent) to ensure RNA integrity number value > 7. Total RNA were used to prepare cDNA libraries following Illumina Stranded mRNA Prep guide, further 150 bp paired-end sequencing was performed on the NovaSeq 6000 platform (Illumina).

The raw RNA-seq data were first filtered using Trimmomatic (version 0.32) to remove adapter and low-quality sequences. Then clean reads were aligned to the corresponding reference transcriptomes of *B. napus* (DH12075 v3.1; cruciferseq.ca), *C. sativa* (Kagale et al., 2014) and pennycress (Nunn et al., 2022) respectively using Salmon (version 1.10.0). Subsequently, tximport (version 1.30.0) was used to obtain the gene expression levels as TPM (transcripts per million), which were further normalized through log2 transformation.

Syntelog tables of the *A. thaliana* orthologous genes were collected for *B. napus* (DH12075 v3.1; cruciferseq.ca) and *C. sativa* (Kagale et al., 2014). Homologous pairs between pennycress and *A. thaliana* were obtained through Reciprocal BLAST Hits (RBH). To make the expression comparable across three different species, all genes were projected to their corresponding *A. thaliana* orthologs for each species. Given the polyploidy of *B. napus* and *C. sativa*, they contain multiple copies of orthologs for each *A. thaliana* gene. The sum of the normalized expression for all orthologous genes in *B. napus* and *C. sativa* for each *A. thaliana* gene was used for subsequent comparison.

To identify the most differentially expressed genes (DEGs) between these three species, a partial least squares discriminant analysis (PLS-DA) through scikit-learn (version 1.2.2) in Python (version 3.10.9) and a likelihood ratio test (LRT) in DESeq2 (version 1.42.1) in R (version 4.3.3) were performed. The KEGG enrichment analysis of DEGs was performed using clusterProfiler (version 4.11.0) in R (version 4.3.3). The 644 DEGs were used to construct a co-expression network using the WGCNA package in R with the blockwiseModules function and parameters “power= 12, maxBlockSize = 5000, networkType = “signed”, TOMType = “signed”, minModuleSize = 10, mergeCutHeight = 0.15” to construct a signed network and generate co-expressed gene modules (Langfelder and Horvath, 2008).

### 4.5 Integration of metabolome and transcriptome

For integration of metabolomic and transcriptomic data, Pearson correlation coefficients were calculated for each gene-metabolite pair using the ‘cor’ package in R (version 4.3.3). The gene-metabolite network was constructed with R^2^ > 0.9, where the nodes correspond to genes/metabolites, and the edges between the nodes represent the correlation coefficients calculated (**Supplementary Data Sheet 4**).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE279986.

How the deposited data were processed for this re-analysis (not part of the article)

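The measurements were RNA sequencing of cotyledons and true leaves of *B. napus* (DH12075 and N99), *C. sativa* (DH55) and pennycress, with 3 biological replicates per line and tissue and 24 libraries in all. Each library was assigned to its line, tissue and replicate from the sample labels, which match the paper's design. According to the methods, the authors trimmed reads with Trimmomatic, quantified them with Salmon against the transcriptome of each species and obtained gene-level TPM with tximport. The authors deposited these TPM without log transformation, filter or pooling of replicates, in one table per line. Each library sums to 1000000 TPM. TPM hold no read numbers, so they do not give the depth of any library, and no confidence interval for counting error is given. Differences between libraries and the spread between replicates are the only measure of precision used. All value columns were assigned to a sample.

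The deposited tables give gene IDs without names. Of the IDs of the 4 tables, 0 were found in the gene table of the *B. napus* reference Da-Ae, which is another genome than DH12075, so genes are given by ID and no coordinates are given. IDs were paired with *A. thaliana* genes by the exact numerical match with the paper's Supplementary Data Sheet 3, with at most 4 copies in *B. napus*, 3 in *C. sativa* and 1 in pennycress. Sums that fitted more than 1 set of IDs, fitted none, or were above 0 in only 1 or 2 libraries of a species were left out, while genes listed at 0 in all 6 libraries of a species were kept at 0 there. The match was tested on 200 simulated sums, made from IDs among those searched, and on a table with its libraries shuffled. Of the 14025 genes of that table, 13.8% were used here and 12087 were not, so no enrichment or overlap test was run on it, and statements about the table concern the part used here. N99 values were summed over the copies paired in DH12075, so a copy at 0 in all DH12075 libraries is missing from them.

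All tests across genes used limma (version 3.58.1, R 4.3.3) with lmFit and eBayes and a trend in the variance, on log2(TPM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. The authors used the likelihood ratio test of DESeq2, which needs counts. Leaf was compared with cotyledon in each line over its 6 libraries, for genes with a mean of at least 1 TPM. N99 was compared with DH12075 over 12 libraries with tissue as a covariate, and whether that difference depended on tissue was tested by an interaction term. The 3 species were compared with a moderated F test over 18 libraries, and a further fit with one mean per species and tissue gave the leaf contrasts and the test of whether the leaf against cotyledon effect differed between species. VIP came from a PLS-DA with 2 components on values scaled to unit variance (scikit-learn 1.9.0 in Python 3.11.15). The paper's text names PLS-DA and its software but not the number of components or the scaling. Correlations of expression with the paper's metabolite abundances were tested with exact permutation of the 6 samples of a species (scipy 1.17.1). Other calculations used numpy 2.4.6 and pandas 2.3.3, and plots matplotlib 3.10.9.

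The samples, the tests, the list of 34 glucosinolate genes, most alternatives and the rule for naming genes were set before the data were examined. The list of 34 was written from general knowledge of the pathway, since the paper names none. Genes named are those the paper or the list names, where paired. For each contrast of tissues or genotypes they also include at most 2 genes that rose and 2 that fell, with the largest log2 fold changes among genes past the threshold, with a mean of at least 10 TPM and no overlap between the replicates of the groups. In the species comparison they are the 3 compared DEGs of the paper for each species in which that species lies farthest from the nearer of the other species.

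Alternatives changed one choice at a time. They were a pseudocount of 0.1, another filter on low values, quantile normalization, the replicate number as a block, an absolute log2 fold change of at least 1 for the tissue contrasts, each replicate left out in turn, single tissues for the genotype contrast, tissue as a covariate for the species comparison, rescaling over the genes compared, the largest copy in place of the sum, N99 in place of DH12075, PLS-DA without log2 or with 3 components, TPM without log2 or centring on tissue means for the correlations, and all genes for the similarity of replicates. Added after the data were seen were rescaling without the 10 most abundant genes of each library, genes paired with IDs in all 3 species alone, an absolute log2 fold change of at least 1 for the genotype contrast, PLS-DA on centred values without scaling to unit variance, each replicate left out for the glucosinolate genes, and for the correlations leaving out genes with a mean under 1 TPM in a species and metabolites with at least 1, or with 3 or more, values in a species that carry an additional decimal.

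The tests were checked on simulated data with 200 changed genes. The tissue test called 148 of the 200 and 1 unchanged gene, the genotype test 174 and 9, and the species test 199 and 13. Of the 200 highest VIP, 198 belonged to changed genes. For correlations over 6 samples, 4.67% of simulated relations with a correlation of 0 and 100% of those with 0.99 had a p-value under 0.05 in the permutation test. The 11 genes of Figure 7, KEGG and GO enrichment, co-expression modules and the metabolite comparisons were not analysed here. Each p-value of a group difference in a single gene comes from limma unless an exact permutation test is named.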

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

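The tests of strain variants, of mislabelled libraries, of the C01 and C02 segments, of genes outside the segments, of the most abundant genes behind the genotype effects and of scaling behind the tissue effects of the species were chosen only after the result was seen.

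The paper reports no RNA sequencing result for N99. With tissue as a covariate, 23002 of 42767 genes differed between N99 and DH12075 (limma, adjusted p-value under 0.05), 10535 higher and 12467 lower in N99. Of 100 splits of the 12 libraries drawn within tissues, 1 gave as many genes, the real one, and the largest other split gave 4472. BnaS73122g010.3DH ranged from 219 to 1401 TPM in the 6 N99 libraries and was listed at 0 in all 6 of DH12075. BnaA07g024510.3DH ranged from 167 to 649 TPM in N99 and was likewise listed at 0 in DH12075. BnaA05g000550.3DH had 0.283 ± 0.140 TPM (SD, n = 6) in N99 and 362 ± 65.9 TPM in DH12075 (log2 fold change -8.13, limma adjusted p = 2.30e-14). BnaC09g075100.3DH had 0.0345 ± 0.0537 TPM in N99 and 176 ± 48.1 TPM in DH12075 (log2 fold change -7.38, limma adjusted p = 1.69e-13). These 4 genes were on the same side in all 6 libraries of a line. If the few abundant genes of cotyledon replicate 2 of N99 had made the difference, the count would have fallen once the 10 most abundant genes of each library were left out of the scaling, but it rose to 26240. That N99 transcripts differ from the DH12075 reference may account for part of the genes that are lower in N99. It may also touch those that are higher, since reads can be divided among similar copies and TPM have a fixed total. The difference between the lines themselves stays open and was not tested apart from these.

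Many of the genes lost in one line are neighbours. Genes were taken in the order of their IDs along each chromosome, and 43660 genes with a mean of at least 1 TPM in either line were divided into 1091 windows of about 40. A gene was counted near 0 in a line when its mean was under 10% of that in the other. In N99, windows with at least 40% of such genes formed a group on C05 (280 genes, from BnaC05g062950.3DH to BnaC05g072140.3DH, in 2 stretches) and one on C09 (277 genes, from BnaC09g070620.3DH to BnaC09g076620.3DH). Of the 16 windows of that kind, 2 lay apart from these groups, one on C05 (from BnaC05g026700.3DH) and one on C06 (from BnaC06g056210.3DH), and were not examined further. In the C05 and C09 groups together, 381 of 557 genes were near 0 in N99. The longest run of neighbours near 0 held 49 genes, and in 100 shuffled gene orders the longest held 4. Strain variants against the reference that affect genes one by one would not make runs of that length. Variants that lie together along a chromosome could, so the runs do not exclude them. A mislabelled library, or one mixed in larger part, would hold many of these genes at the level of DH12075. When windows and genes were chosen without one of the N99 libraries, at least 96.39% of the genes chosen were under 10% of the DH12075 mean in the library left out, in each of the 6. With a DH12075 library left out in the same way, at most 0.915% were. A small admixture is not excluded. On the A subgenome, 15 of 532 windows had a median log2 difference raised by over 0.5 in N99, and 14 of them lay on A05 and A10. The medians were 0.68 over the A05 windows and 0.77 over those on A10. A candidate explanation is that both segments were replaced in N99 by the homoeologous segments of A05 and A10. This explanation was found and tested on the same expression values, the position of homoeologs was not taken from a genome, and reads were not examined, so it stays a hypothesis.

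The mirror image appeared in DH12075. On C01 (240 genes, from BnaC01g060040.3DH to BnaC01g065650.3DH) and C02 (240 genes, from BnaC02g000010.3DH to BnaC02g005740.3DH), 431 of 480 genes were near 0 in DH12075 and expressed in N99. In each DH12075 library left out of the choice, at least 98.8% of the genes chosen were under 10% of the N99 mean. Of 15 windows of the A subgenome with a median lowered by over 0.5 in N99, 13 lay on A01 and A02, with medians of -0.76 and -0.75. The summed share of the C and A windows in all TPM was lower in N99 in all 4 pairs, whichever line had lost the C segment (0.803% against 0.911% for C05 and A05, 0.567% against 0.666% for C09 and A10, 0.494% against 0.632% for C01 and A01 and 0.542% against 0.639% for C02 and A02). The windows were chosen by the change itself and no other windows give a value to compare with, so these sums say nothing on a replacement. An exchange between homoeologous segments is a candidate explanation here too, but the DH12075 reference lists the genes of both segments, which an exchange in the sequenced line does not explain by itself. The plants sampled may differ from the plant behind the reference, which was not tested. None of the 678 expressed *A. thaliana* genes paired with at least 2 *B. napus* copies had a paired copy in any of these segments (0 of 678), so homoeologs could not be compared gene by gene.

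Outside all 16 windows of that kind in N99, 1233 genes were near 0 in N99, and outside all 12 in DH12075, 1129 were near 0 in DH12075. If reads of N99 were only missed because they differ from the DH12075 reference, losses would be far more frequent in N99. The counts were close, but reads given to a similar copy would raise that copy in N99. The counts therefore do not decide how many of these genes this explains.

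The difference between N99 and DH12075 depended on tissue in 4549 genes (limma interaction term, adjusted p-value under 0.05). In 349 of these the genotype effect was past the threshold in both tissues with opposite signs. Of 100 splits drawn, 5 gave as many genes, the real one included. The other 4 each exchanged 2 libraries between the lines in 1 tissue and none in the other, which by itself turns the difference between the lines into an interaction. The 85 splits that mixed the lines in both tissues gave at most 2 genes, but there the same difference widens the spread. Neither kind of split measures chance for this result, which stays open. Rescaling without the 10 most abundant genes raised the count to 6418, so those genes do not make the effect. Without replicate 1 the count was 1030, without replicate 2 it was 1533 and without replicate 3 it was 3562. The interaction was not past the threshold for any of the 4 genes named above (limma adjusted p from 0.0556 to 0.467).

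Between leaf and cotyledon of N99, 12129 of 41254 genes differed (7078 higher in leaf, or 7648 of 16585 when the 10 most abundant genes of each library are left out of the scaling), and 1 of the 10 splits of its 6 libraries gave as many, the fewest that 10 splits allow. In cotyledon replicate 2, the 10 most abundant genes held 37.059% of the TPM, against at most 13.5% in any other library. BnaC02g051160.3DH, named because it was the most abundant, had 98811 TPM in that library and 1420 and 2962 TPM in the other cotyledon libraries of N99. The rise of the count to 16585 with that scaling is in line with an increase of a few transcripts that lowers all others of that library, which may have hidden differences. Without replicate 2 of both tissues, 2732 genes were past the threshold. Whether the abundant transcripts come from the plant or from the library preparation was not tested.

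The leaf against cotyledon effect differed between the 3 species in 557 of the 950 genes compared (limma F test of the interaction, adjusted p-value under 0.05). Of 100 splits drawn, 1 gave as many, the real one, and the largest other gave 406. As for the genotype interaction, a split that mixes the groups can turn their difference into an interaction or widen the spread. The splits therefore do not measure chance for this result. The leaf against cotyledon effect was past the threshold in 451 genes in *B. napus* DH12075, 384 in *C. sativa* and 408 in pennycress. It was past the threshold in all 3 in 98 genes, 75 of them in the same direction. Across genes, which are not independent replicates, the effects correlated with r = 0.414 between *B. napus* and *C. sativa*, 0.389 between *C. sativa* and pennycress and 0.222 between *B. napus* and pennycress. A shift common to all genes of a species, which TPM of different gene sets allow, does not account for it, since 529 genes were past the threshold after rescaling over the genes compared and 554 after quantile normalization. Without replicate 1 the count was 271, and without replicate 2 it was 331. Differences in development between the species at sampling stay open and were not tested.

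Among 40 groups of 6 libraries tested for a value far from the rest, 3 held one, and chance gives 2. One was the share of the most abundant genes in N99 given above. AT1G23800 in *C. sativa* was lowest in leaf replicate 3, at 0.71411 on log2(TPM + 1), and AT1G07450 in pennycress was highest in leaf replicate 2, at 0.36784 on that scale. Both genes are near 0 in these species, and no technical or biological explanation was tested for either.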

How the results depend on the processing

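For 58 results, 474 values were computed under alternatives, and 432 of these kept the direction and the side of the threshold or moved by less than the limit for counts (1.5 times) or the spread between replicates. The genes named by their size of change in the contrasts of tissues and genotypes and in the species comparison make 29 gene and contrast combinations, of 28 genes, since BnaC03g049040.3DH was named in 2 lines. They stayed past the threshold with the same direction under all 255 values computed for them. For the species genes, the log2 distance of the named species from the nearer other species was smaller with N99 in several. It was 1.57 in place of 5.39 in AT1G02610, 2.24 in place of 6.22 in AT1G28330 and 2.07 in place of 4.17 in AT1G10670. It fell less in AT1G02816, AT1G24100 and AT1G07450 and did not change in AT1G23800 and AT1G11910. The genes of the glucosinolate list are given apart below, and AT1G18590 did not stay past the threshold in all alternatives.

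The number of genes that differed between leaf and cotyledon moved by over 1.5 times in each line. With an absolute log2 fold change of at least 1 also required, it was 7871 in place of 20752 in DH12075, 6904 in place of 12129 in N99, 3593 in place of 15640 in DH55 and 2022 in place of 5283 in pennycress, since the rule itself removes genes. Across the 3 fits that each left out one replicate number, it ranged from 10455 to 22098 in DH12075, from 2732 to 10901 in N99, from 4183 to 9266 in DH55 and from 1747 to 3466 in pennycress, where 4 libraries in place of 6 enter the fit. The lowest value came without replicate 1 in DH12075, without replicate 2 in N99 and DH55 and without replicate 3 in pennycress.

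The direction of these changes depended on the scaling. In DH55, 21.3% of the genes past the threshold were higher in leaf as deposited, and 50.6% after quantile normalization. In N99, the share was 58.4% as deposited, 46.1% after rescaling without the 10 most abundant genes and 39.5% without replicate 2. In pennycress it was 43.1% as deposited and 56.6% without replicate 3. Statements on which tissue has more genes with higher expression are therefore not made for these lines. In the genotype contrast the share higher in N99 lay between 40.9% and 51.9% over the alternatives, against 45.8%.

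With the replicate number as a block, the number in pennycress was 3300 in place of 5283, and no other count moved by over 1.5 times. The numbers do not pair the samples. Of 12 correlations between the deviations of libraries with the same number, 3 were above 0.1, and they ranged from -0.375 to 0.193.

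The number of genes that differed between N99 and DH12075 lay between 16623 and 31256 over the alternatives without a limit on the fold change, against 23002. With an absolute log2 fold change of at least 1 also required, an alternative added after the data were seen, it was 9791, with 4504 in place of 10535 higher in N99. The number whose genotype effect depended on tissue ranged from 1030 to 3562 across the 3 fits that left out one replicate number, and from 3799 to 6509 over the other alternatives, against 4549.

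In the species comparison, the number past the threshold lay between 763 and 888 over all alternatives, against 868, and it was 810 with N99 for *B. napus*. It was 809 with genes paired with IDs in all 3 species alone, where 32 of the paper's DEGs were tested and past the threshold. The number with a leaf against cotyledon effect that differed between species ranged from 271 to 501 across the fits that left out one replicate number and was 448 with N99, against 557. With PLS-DA on centred values without scaling to unit variance, an alternative chosen after the data were seen, 39 genes had a VIP above 2, all 39 were past the threshold of the F test, and 35 were among the paper's DEGs, against 0 in each case.

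Among the glucosinolate genes, the log2 fold change of AT1G18590 in *C. sativa* leaf against *B. napus* leaf was -0.28 with N99 (limma adjusted p = 0.644) in place of -1.50. It ranged from -2.04 to -0.88 across the 3 fits that left out one replicate, and was past the threshold in the fits without replicate 1 and without replicate 2 (limma adjusted p from 0.00463 to 0.644 over all alternatives). The cause of the first change is the lower value, in leaves of N99, of the copy paired in DH12075. The cause of the other was not tested. All other values of the 3 genes kept their direction and side of the threshold. For AT1G16410 against *B. napus*, which is not past the threshold, the difference with N99 was 0 because both were listed at 0.

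The lowest correlation between replicates over all genes, in place of those with a mean of at least 1 TPM, was 0.9805 in DH12075, 0.9778 in N99, 0.9794 in DH55 and 0.9884 in pennycress, because genes at 0 in both libraries are then included. The within-species correlations of genes and metabolites had the sign of the paper's r in 11 of 21 relations on TPM without log2, in 8 after tissue centring, in 9 of 15 with genes of a mean of at least 1 TPM and in 8 of 15 without metabolites that carry an additional decimal in a value of that species. Leaving out only those with 3 or more such values removed none of the 21. An R2 above 0.9 was reached by 0 under these alternatives.

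The alternatives for the genes of Figure 7 were not run, because those genes are outside the part of the ortholog table used here. For other counts, 12 values of the number of genes higher in leaf moved by over 1.5 times. In DH55 quantile normalization gave 5800 in place of 3330, while the total moved by less than 1.5 times. The other 11 moved with a limit on the fold change or with a replicate left out. The depth of the libraries was not estimated, so it is not known how far low values are limited by counting. Differences between genes near 0 rest on the spread between replicates alone.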

Differences from the paper's values

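Of the 42 DEGs of the paper with values that could be used in all 3 species, 32 of them paired with IDs in all 3, all 42 have a VIP above 2 by the paper's definition of a DEG, and 0 of the 42 had one here. None of the alternatives set before the data were examined closed the gap, with 0 of the 42 (or of the genes left) under a pseudocount of 0.1, a filter at a mean of 1 TPM, quantile normalization, rescaling over the genes compared, the largest copy in place of the sum, N99 for *B. napus*, each replicate left out, PLS-DA on TPM without log2 and PLS-DA with 3 components. With PLS-DA on centred log2(TPM + 1) without scaling to unit variance, an alternative chosen after seeing the values, 35 of the 42 had a VIP above 2. In both cases 950 genes entered the PLS-DA, against the paper's 14025.

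The paper states that most glucosinolate biosynthetic genes are off in *C. sativa* leaves and highly expressed in the other crops. Of the 5 genes of the list used here, 4 were lower in *C. sativa* leaves than in pennycress leaves, among them AT1G24100 with 1.38 TPM against 29.4 TPM (27.6 TPM in *B. napus* DH12075), AT1G18590 with 0.247 TPM against 6.80 TPM (3.20 TPM in DH12075) and AT1G18570 with 0.00747 TPM against 36.3 TPM. In leaves of N99, AT1G24100 had 15.3 TPM and AT1G18590 had 0.518 TPM. With N99 for *B. napus*, the difference of *C. sativa* stayed past the threshold for AT1G24100 (limma adjusted p = 1.29e-05) and did not for AT1G18590 (limma adjusted p = 0.644). Single genes went the other way, which a statement on most genes allows. AT1G12140 had 91.7 ± 21.3 TPM (SD, n = 3) in *C. sativa* leaves and 6.07 ± 0.739 TPM in pennycress leaves. AT1G16410, at 0 in *C. sativa* leaves and with a mean of 37.8 TPM in pennycress leaves, had 0.160 ± 0.199 TPM in leaves of *B. napus* DH12075, and it was listed at 0 in leaves of N99.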

Other observations

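The test of scaling in the PLS-DA was chosen only after the result was seen. The other test in this part, of transcript length, was set earlier.

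None of the 950 genes compared reached a VIP above 2 with values scaled to unit variance, where each gene weighs the same. Without that scaling, 39 of the 950 genes did, 35 of them among the 42 DEGs of the paper that were compared, and 37 of those 42 were among the 42 highest VIP, against 6 with scaling. Genes with a large distance between species then weigh more. This suggests that the PLS-DA behind the DEGs may have run on values without scaling to unit variance. It was tested on 950 of 14025 genes, VIP depends on the set of genes, and the paper's text does not name the scaling. With that scaling, AT1G20693, which is listed at 0 in DH12075, had a VIP of 1.15, close to the median of 1.09 for the 42 genes.

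In the part of the paper's ortholog table used here, the values of paired genes are scaled by transcript length, which the lengths of orthologs in different species could carry into the comparison. When both kinds of values were brought to the same total over the genes compared, 864 of 950 genes were past the threshold on TPM, 868 on the length-scaled values and 845 on both, so differences in length do not account for the number of genes. The species with the highest mean differed between them in 67 genes (7.05%), and 44 of those were past the threshold on both. Which species is highest may therefore depend on transcript length in these genes. This is a technical effect, and no biological explanation was tested.

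The paper combined both tissues for its comparison of species and showed expression by tissue for the genes of its Figure 7. Between leaf and cotyledon, 20752 of 41199 genes differed in DH12075 (8588 higher in leaf), 15640 of 41797 in DH55 (3330 higher in leaf, or 5800 of 11451 after quantile normalization) and 5283 of 14617 in pennycress (2279 higher in leaf), by limma with an adjusted p-value under 0.05. Across the fits that left out one replicate number, the count was lowest without replicate 1 in DH12075 (10455), without replicate 2 in DH55 (4183) and without replicate 3 in pennycress (1747). In each line 1 of the 10 splits of the 6 libraries gave as many genes, the real one. As 10 splits allow no lower share, this does not exclude chance for any of them, and the largest other split gave 0 genes in DH12075 and pennycress and 161 in DH55. The replicates of the groups did not overlap in 24884 genes in DH12075, 22434 in DH55 and 7928 in pennycress, which chance gives for 10% of genes.

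In DH12075, BnaA04g029630.3DH rose from 1.05 ± 0.706 TPM (SD, n = 3) in cotyledon to 179 ± 18.0 TPM in leaf, and BnaC09g024050.3DH from 0.267 ± 0.0713 to 100.5 ± 5.51 TPM. BnaA03g060120.3DH fell from 200.3 ± 33.4 to 1.12 ± 0.824 TPM, and BnaC03g049040.3DH from 509 ± 28.9 to 9.22 ± 8.12 TPM. The last gene also fell in N99, from 130.5 ± 75.5 to 2.24 ± 0.633 TPM, as did BnaC03g008070.3DH, from 30.7 ± 6.27 to 0.0610 ± 0.0703 TPM. In N99, BnaC09g060190.3DH rose from between 1.23 and 2.78 TPM to between 80.3 and 198 TPM and BnaA03g010210.3DH from 0.482 ± 0.530 to 70.7 ± 55.8 TPM. In DH55, Csa19g026880 rose from 0.189 ± 0.102 to 24.1 ± 7.71 TPM and Csa04g009880 from 1.22 ± 0.711 to 47.5 ± 29.4 TPM, while Csa09g080500 fell from 139.8 ± 87.9 to 0.549 ± 0.601 TPM and Csa09g080480 from 607 ± 146 to 7.33 ± 1.79 TPM. In pennycress, CAH2076163 rose from 1.18 ± 0.602 to 210.3 ± 40.0 TPM and CAH2079733 from 4.29 ± 2.55 to 383 ± 359 TPM. CAH2067032 fell from 142 ± 44.6 to 1.06 ± 1.40 TPM, and CAH2046261, with 31.8 to 176 TPM in cotyledon, was listed at 0 in all 3 leaf libraries. All of these genes had their 3 replicates of one tissue on one side of the other 3, and the largest adjusted p-value was 0.00287 (limma, Csa04g009880). No explanation was tested for them.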
